# Nuclear localization of TET2 requires β-catenin activation and correlates with favourable prognosis in colorectal cancer

**DOI:** 10.1038/s41419-023-06038-x

**Published:** 2023-08-24

**Authors:** Changpeng Li, Jingcai He, Fei Meng, Fuhui Wang, Hao Sun, Huizhong Zhang, Linna Dong, Mengdan Zhang, Qiaoran Xu, Lining Liang, Yuan Li, Tingting Yang, Meiai He, Tao Wang, Jiechun Lin, Jiaqi Sun, Qiuling Huang, Lin Guo, Xiaofei Zhang, Shijuan Mai, Hui Zheng

**Keywords:** Tumour biomarkers, Prognostic markers

## Abstract

Mutation-induced malfunction of ten-eleven translocation methylcytosine dioxygenase 2 (TET2) is widely reported in haematological malignancies. However, the role of TET2 in solid cancers, including colorectal cancer (CRC), is unclear. Here, we found that TET2 malfunction in CRC is mostly due to decreased nuclear localization and that nuclear localization of TET2 is correlated with better survival of patients. To explore the underlying mechanisms, 14 immortalized solid tumour cell lines and 12 primary CRC cell lines were used. TET2 was mostly detected in the nucleus, and it induced significant DNA demethylation and suppressed cell growth by demethylating *RORA* and *SPARC* in cell lines like SW480. While in cell lines like SW620, TET2 was observed in the cytosol and did not affect DNA methylation or cell growth. Further examination with immunoprecipitation–mass spectrometry illustrated that β-catenin activation was indispensable for the nuclear localization and tumour suppression effects of TET2. In addition, the β-catenin pathway activator IM12 and the TET2 activator vitamin C were used simultaneously to enhance the effects of TET2 under low-expression conditions, and synergistic inhibitory effects on the growth of cancer were observed both in vitro and in vivo. Collectively, these data suggest that β-catenin-mediated nuclear localization of TET2 is an important therapeutic target for solid tumours.

## Introduction

In patients with haematopoietic diseases, including cancer, mutation of ten-eleven translocation methylcytosine dioxygenase 2 (*TET2*) is one of the most commonly observed genetic abnormalities [1]. TET2 belongs to the TET family of proteins that catalyse the conversion of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC). Various studies have demonstrated that mutation-induced dysfunction of TET2 leads to deregulation of haematopoietic cell lineages and subsequent development of myeloid abnormalities. The frequency of *TET2* mutations is approximately 20–35% for myelodysplastic syndrome [2], 12–34% for acute myeloid leukaemia [3], and 2–33% for lymphoid malignancies [4]. TET2 mutations cooperate with *JAK2, ASXL1, SRSF2* and *KRAS* mutations to drive the development of various haematological malignancies [5–8]. In terms of solid tumours, several papers have reported decreased expression of TET2 in cancer tissues [9–11] and the nuclear loss of TET2 in colorectal cancer tissues [12]. However, the underlying mechanism of TET2’s role in solid cancer and the exact regulation of TET2’s cellular localization are largely unknown.

Unlike in haematological malignancies, solid tumour cells proliferate by attaching to a substratum and assuming either an epithelial or mesenchymal state [13]. Due to different cell states, solid tumours may present complex cell‒cell and cell–matrix interaction statuses [14]. These interactions of solid tumours are crucial factors that determine tumour development status [15], which accounts for the much more complex pathogenesis of solid tumours than haematological cancers. More importantly, epithelial–mesenchymal transition (EMT) and WNT pathway activation are frequently observed in advanced solid tumours when tumour growth reaches its limits [16]. These pathways are crucial for tumour growth, metastasis, recurrence and patient survival [17] .

β-Catenin is encoded by the *CTNNB1* gene, and malfunctioning of β-catenin signalling has been implicated in tumorigenesis, tumour progression, recurrence, and chemoresistance in solid tumours, especially colorectal cancer (CRC) [18]. Deactivated β-catenin is an important adherens junction protein maintaining cell-to-cell adhesion. Once activated, the cell adhesion complex is released, and the epithelial cells transform into a more mesenchymal phenotype. In the cytoplasm, β-catenin forms a complex with T-cell factor/lymphoid enhancer factor family 1 (TCF/LEF-1) and then translocates to the nucleus and induces WNT-β-catenin pathway activation. All these findings strongly support that activated β-catenin is the central protein of both EMT and the WNT/β-catenin pathway and is closely associated with tumour status maintenance.

In this study, we explored the dysfunction of TET2 in colorectal cancer and observed that the subcellular localization and DNA demethylation activity of TET2 are critical for CRC progression. Moreover, the subcellular localization and DNA demethylation activity of TET2 are connected with EMT and WNT-β-catenin pathway activation. Our studies may provide a much-needed rationale for the design of therapeutic interventions targeting solid tumours, especially CRC.

## Results

### TET2 plays critical roles during the progression of CRC

To identify the overall landscape of *TET2* malfunction, we examined the mutation and expression of *TET2* in cancers originating from different organs in the TCGA database (Fig. 1A). As previously reported, a high frequency of gene mutation was identified in lymphoid and myeloid tumours, and approximately 67% of these mutations were located in the catalytic domain, affecting the DNA demethylation activity of TET2 [19]. For solid tumours, the frequency of gene mutations (1.93%, 815cases of solid tumor were mutated in a total of 42224 cases) and the percentage of mutations that affected TET2 activity (18.7%, 152 cases of mutation located in the catalytic domain in a total of 815 cases) were much lower. In contrast, low levels of *TET2* mRNA were identified in several solid tumours, including CRC (Fig. 1A). Therefore, the mechanism of *TET2* dysfunction in solid tumours may be different from that in blood cancers.

**Fig. 1:**
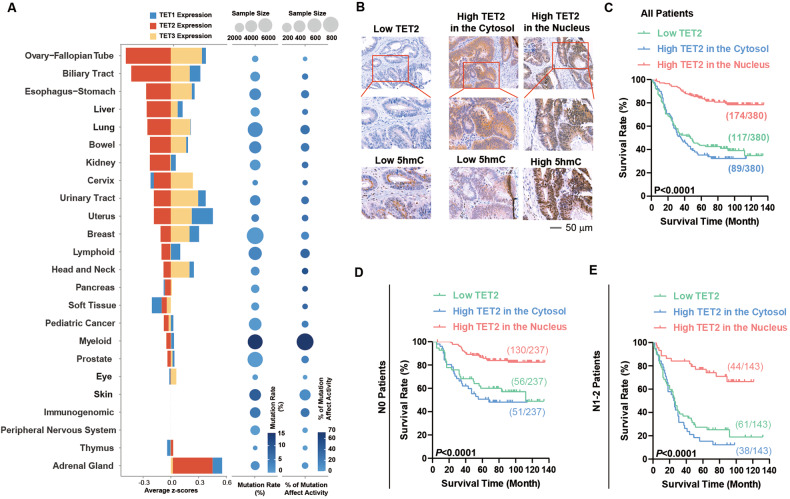
The mechanism of TET2 dysfunction in solid tumours is different from that in blood cancers. **A** TET2 mutation analysis and TET1/2/3 expression analysis in different cancer types from the TCGA database. **B**–**E** Representative IHC images of TET2 and 5hmC in CRC samples (**B**). Kaplan–Meier survival plots for the three indicated categories of all 380 patients (**C**), the 237 patients who were classified into N0 (**D**), and the 143 patients who were classified into N1-2 (**E**). All experiments were repeated at least 5 times (*n* ≥ 5). Additional statistical information is provided in Supplementary Table S8.

We then evaluated the protein level of TET2 via immunohistochemistry (IHC) in two different cohorts, a CRC tissue array (Shanghai-Taizhou cohort, 194 patients) and CRC paraffin sections (Guangzhou cohort, 186 patients). As shown by IHC, 117 samples had low TET2 expression out of a total of 380 samples tested. Kaplan–Meier analyses revealed that patients with high levels of TET2 showed significantly better overall survival (OS) (*p* < 0.001) (Supplementary Figure S1A-D & Table S1). In the 263 samples with high TET2 expression, nuclear localization of TET2 was observed in 174 samples. In the other 89 samples, TET2 protein was only observed in the cytosol (Table S1). Then, 5-hydroxymethylcytosine (5hmC) was stained in serial sections of CRC tissues from the same areas. We found that patients with high levels of TET2 protein located in the nucleus exhibited higher levels of 5hmC, and patients with low levels of TET2 protein or high levels of TET2 protein located in the cytoplasm exhibited low levels of 5hmC (Fig. 1B & Supplementary Figure S1E). These results demonstrate that DNA demethylation activity is higher in patients with high levels of TET2 located in the nucleus than TET2 low expression and TET2 high level in cytoplasm.

Additional Kaplan–Meier analyses revealed that patients with high nuclear expression of TET2 showed better survival than those with low or cytosolic TET2 expression (*p* < 0.001), while patients with low TET2 expression and TET2 located in the cytosol had almost the same survival rate (Fig. 1C & Supplementary Figure S1F-G). Subsequent correlation analyses demonstrated that a high level of TET2 in the nucleus was negatively associated with lymph node invasion (*P* < 0.001), distant metastasis (*P* < 0.001) and Dukes’ stages (*P* < 0.001) (Supplementary Figure S1H & Table S2). In 72 samples with low TET2 expression with discernible subcellular location, TET2 located in cytosol also exhibited worse survival (Supplementary Figure S1I). Overall, these results demonstrate that *TET2* has tumour suppressive activities.

To further undermine the roles of TET2 nuclear localization in different stages of tumour progression, these samples were divided into two groups based on TNM staging: as indicated in Fig. 1D, E, patients without lymph node metastasis were classified into N0, and patients with node metastasis were classified into N1-2. The subcellular localization of TET2 was more important for the survival of N1-2 patients than for N0 patients, which suggested a stage-dependent effect of TET2 (Fig. 1D, E). Similar phenomena were not observed for different T and M stages. As demonstrated by multi-variant COX regression analysis in Tables S2, TET2 could still affect the prognosis of patients, even when the effects of tumor stage, lymph node metastasis and distant metastasis were excluded (Supplementary Table S2).

### Nuclear TET2 suppresses cancer cell growth and migration via DNA demethylation

To further study the role of TET2-mediated DNA demethylation activity in CRC, the catalytic domain of TET2 (Tet2CD) was exogenously expressed in 6 immortalized CRC cell lines, 12 primary cell lines established from freshly resected CRC and 8 immortalized cell lines established from other solid cancers (Supplementary Table S3). The growth-inhibitory effects of Tet2CD overexpression were then assessed. Sixteen cell lines with significant growth inhibition were classified into the “suppression” type. Ten cell lines with no growth inhibition were classified into the “no suppression” type (Supplementary Table S3).

Of all cell lines tested, SW480, of the “suppression” type, and SW620, of the “no suppression” type, were unique in the sense that both were isolated from the same CRC patient [20] but responded differentially to Tet2CD overexpression. In SW480 cells, both endogenous and exogenous TET2 localized to the nucleus. In contrast, TET2 was cytosolic in SW620 cells (Fig. 2A–C). 

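WGBS was carried out on the colorectal cancer lines SW480 and SW620 carrying Flag alone or Tet2CD, the catalytic domain of TET2, which oxidises 5mC. There was 1 library per condition, and the 4 libraries are named SW480-Flag, SW480-Tet2CD, SW620-Flag and SW620-Tet2CD after their labels. Bisulfite converts unmethylated cytosine, which is then read as thymine, and leaves both 5mC and 5hmC to be read as cytosine, so a methylation level here covers both marks. The deposited files gave the count of methylated calls and of all calls on each strand of every CpG site. According to the submitters' processing notes they were made with Bismark 0.20.1 on the human build hg38, whereas the methods of the paper print a mouse build for the mapping. After both strands were summed, SW480-Flag held 588543903 calls at CpG sites, SW480-Tet2CD 473172648, SW620-Flag 459624335 and SW620-Tet2CD 576162814. This was a mean of 20.2, 16.2, 15.8 and 19.7 calls per CpG site in that order. A level was the mean percentage of methylated calls over CpG sites with at least 5 calls in each of the 4 libraries, which left 17784703 sites or 61.0% of those on the autosomes and X. No test between conditions was run. Without replicates the difference between the lines has none, and an effect of Tet2CD over both lines was not tested. The standard errors of genome-wide values come from leaving out 5 Mb blocks and describe the spread along the genome. Fisher's exact test on the calls of a window compares libraries, its p is too small because neighbouring CpG sites share reads, and, as no molecular identifiers are described for the reads, it covers counting error only.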

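The 3′ end of TET2, where the end of the catalytic domain is encoded, was read more often in both libraries labelled Tet2CD. The last 5 kb of the gene (chromosome 4, 105274804 to 105279803, 24 CpG sites) held 2.21 times the calls per site of the 1 Mb on each side in SW480-Tet2CD and 1.92 times in SW620-Tet2CD. The values were 0.890 in SW480-Flag and 0.662 in SW620-Flag. This stretch was chosen after the coverage of the whole gene had been seen. At the coordinates as listed on the autosomes and X, the calls of SW480-Tet2CD, SW620-Flag and SW620-Tet2CD showed no relation to CpG density. In SW480-Flag the mean methylation was 80.7% at sites with 20 to 39 CpG sites per 1 kb and 23.4% at those with 80 to 399, the density of CpG islands, whereas SW480-Tet2CD had 52.4% and 52.3%. Between libraries, the levels of single sites then correlated at 0.0122 at most. When the calls were read in another order of whole chromosomes, those of 23 chromosomes of each of these 3 libraries fell on other sites. Their correlation with SW480-Flag was at least 0.643, against at most 0.153 for any other chromosome. Y kept the sites it was listed with. Within the order itself, chromosome 14 of SW480-Tet2CD stayed at place 19 and chromosome 11 of SW620-Tet2CD at place 16. The sites of highest CpG density then had 20.7% in SW480-Tet2CD, 26.3% in SW620-Flag and 18.3% in SW620-Tet2CD. Values at genes and regions use this order, which was chosen after the data were examined. In this order the coverage of chromosomes was alike across the labels of the lines. Over 2782 windows of 1 Mb it correlated at 0.956 between SW480-Flag and SW620-Tet2CD and at 0.931 between SW480-Tet2CD and SW620-Flag, but at 0.744 between the 2 libraries labelled SW480 and at 0.770 between those labelled SW620. SW480 and SW620 therefore stand for the lines as labelled.

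**Figure D1:**
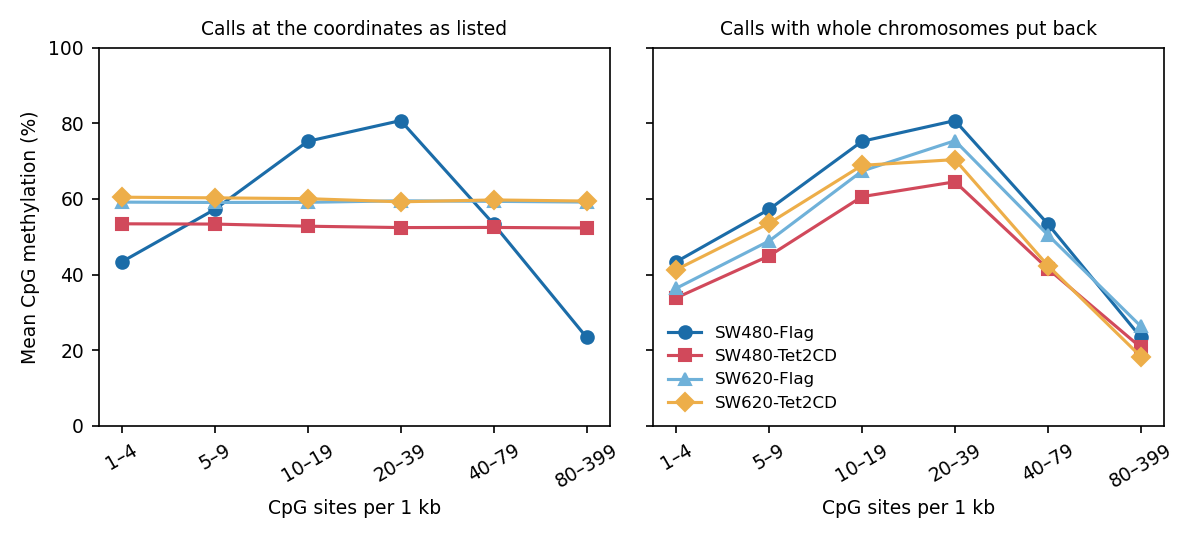
Mean CpG methylation (y axis, %) of the 4 libraries by the number of CpG sites per 1 kb (x axis), over sites with at least 5 calls in the library, with the calls as listed (left) and put back (right). As listed, SW480-Flag alone falls to 23.4% at the highest density; put back, all 4 libraries do.

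**Figure D2:**
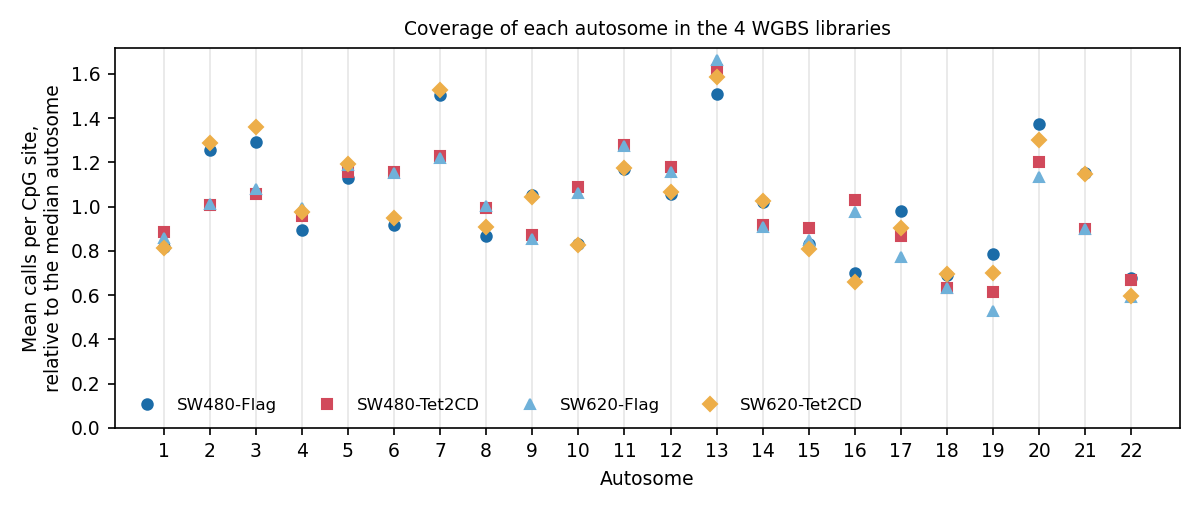
Mean calls per CpG site of each autosome (x axis) relative to the median autosome of the same library (y axis), 1 point per library. The largest gap at any autosome is 0.0859 between SW480-Flag and SW620-Tet2CD and 0.0986 between SW480-Tet2CD and SW620-Flag, against 0.330 within SW480 and 0.319 within SW620 as labelled.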

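As labelled, DNA of SW480 cells with Tet2CD was less methylated than that of SW480 cells with Flag along the whole genome, while SW620 cells showed little net change. The mean level was 65.7% in SW480-Flag and 52.6% in SW480-Tet2CD, a change of -13.1 percentage points (jackknife standard error 0.254, 602 blocks). In SW620 it was 59.1% with Flag and 60.3% with Tet2CD, a change of 1.17 points (standard error 0.219). The change in SW480 minus that in SW620 was -14.3 points (standard error 0.376). All 23 chromosomes were lower with Tet2CD in SW480, by changes from -18.1 to -9.72 points, and 5 of 23 were lower in SW620, where changes ran from -3.59 to 4.13 points. Outside protein-coding genes the level changed by -12.5 points in SW480 and by 3.37 points in SW620. Inside protein-coding genes the changes were -13.9 and -0.775 points, and within 2 kb of transcription start sites (TSSs) -11.8 and -4.52 points. At the densest CpG sites, with 80 to 399 per 1 kb, they were -2.95 and -3.11 points. The value in SW620 there was 2.06 points (standard error 5.62) weighted by reads and -2.21 points (standard error 1.14) with at least 10 calls. Of 279917 windows of 10 kb, 147939 were lower and 10629 higher with Tet2CD in SW480, and 37527 were lower and 68096 higher in SW620, by a change of at least 10 points and a Benjamini-Hochberg adjusted p under 0.05 from Fisher's exact test. Among the alternatives set before the data were examined, the lowest change in SW620 was 0.291 points (standard error 0.241), over sites with at least 1 call. The highest lay above the 1.17 points of the main setting. The value inside genes in SW620 turned to 1.51 points when sites were weighted by their reads. With each Tet2CD library set against the Flag library of like coverage, an alternative added after the data were examined, the change was -5.46 points from SW480-Flag to SW620-Tet2CD and -6.51 points from SW620-Flag to SW480-Tet2CD. In these pairs 37658 and 52837 windows of 10 kb were lower, and 154 and 53 were higher. As labelled but centred on the genome-wide change, 51506 were lower and 34057 higher in SW480. The centred counts for SW620 cannot be used. Higher windows rose there from 68096 to 141627, whereas taking off a change of 1.17 points would lower their number.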

Consistent with the different subcellular localizations of TET2, dot blotting and whole-genome bisulfite sequencing (WGBS) analysis revealed greater global DNA demethylation induced by Tet2CD in SW480 cells than in SW620 cells (Fig. 2D, E).

**Fig. 2:**
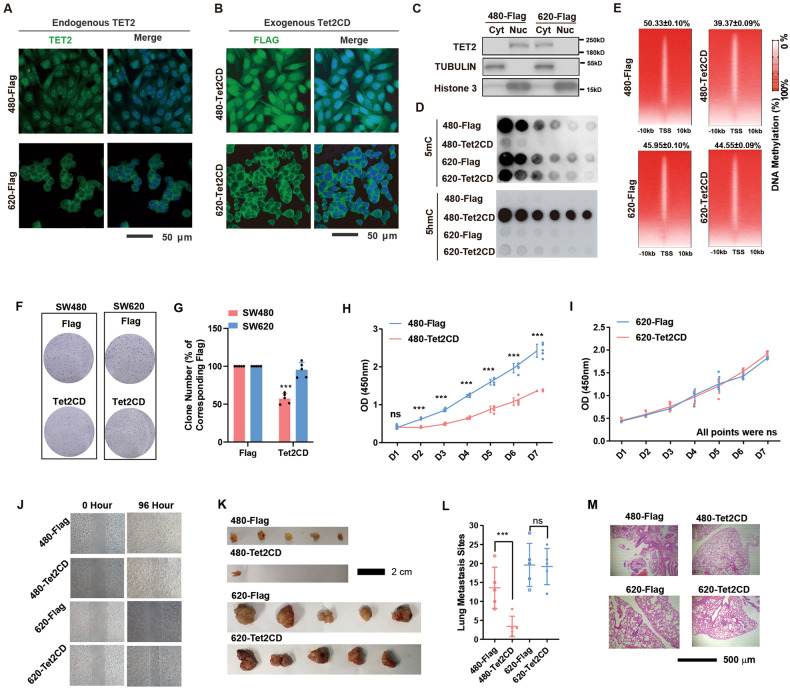
Nuclear localization is crucial for the DNA demethylation and tumour suppression activity of TET2 in solid cancer cell lines. **A**, **B** Immunofluorescence staining for both endogenous TET2 (**A**) and exogenous Tet2CD (**B**) in SW480 and SW620 cells. **C** Cytoplasm and nuclear protein fractionation analysis of indicated cells. **D**–**E** The DNA methylation levels in SW480 and SW620 cells expressing Flag or Tet2CD were determined by dot blotting (**D**) and WGBS (**E**). **F**–**J** The performance of SW480 and SW620 cells expressing Flag or Tet2CD in colony formation (**F**–**G**), cell growth (**H**–**I**) and wound healing (**J**) assays was determined. Note that the effects of Tet2CD were only observed in SW480 cells. **K**–**M** The indicated cell lines were transplanted into nude mice. The sizes of subcutaneous tumours (**K**) and lung metastasis (**L**, **M**) were measured at week 4. All experiments were repeated at least 5 times (*n* ≥ 5), except for sequencing experiments. Additional statistical information is provided in Supplementary Table S8.

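Within 2 kb of the TSS, methylation was lower with Tet2CD at more genes of SW480 than of SW620 cells as labelled, a contrast that was small within 500 bp and absent over own sites of each library. Within 10 kb of 14509 TSSs the mean level was 71.2% ± 0.119 (SEM over genes) in SW480-Flag and 56.8% ± 0.112 in SW480-Tet2CD, a change of -14.4 points. In SW620 it was 66.0% ± 0.129 with Flag and 62.8% ± 0.107 with Tet2CD, a change of -3.14 points. Within 2 kb of the TSS, 7483 of 14116 genes were lower and 128 higher with Tet2CD in SW480, and 3089 were lower and 930 higher in SW620. Within 500 bp, 1361 genes were lower in SW480 and 931 in SW620, and over own sites 5091 and 5436. Paired by coverage, the libraries had 4654 lower genes from SW480-Flag to SW620-Tet2CD and 4401 from SW620-Flag to SW480-Tet2CD. Of the genes measured within 2 kb, 1729 were lower in both lines and 896 were lower in SW480 and higher in SW620. The change itself differed between the lines at 4695 genes with the lower value in SW480 and at 935 genes with the higher value there (z test from the binomial counting errors of the calls, Benjamini-Hochberg adjusted, and at least 10 points). The genes farthest apart had opposite changes in the lines as labelled. ABCC2, an exporter of organic anions in liver and gut, went from 88.5% to 22.8% in SW480 and from 31.8% to 84.7% in SW620. HOXB5, a homeobox transcription factor, ran the other way, from 5.20% to 71.2% in SW480 and from 83.7% to 3.24% in SW620. KRT5, a keratin of stratified epithelium, was among them too, at 13.5% and 40.4% in SW480 and 61.9% and 3.47% in SW620. With the libraries paired by coverage instead, 743 genes had a lower and 495 a higher change in the first pair, and the opposite directions of these 3 were gone: ABCC2 changed by -3.81 and -9.02 points in the 2 pairs, HOXB5 by -1.96 and -12.4 and KRT5 by -10.01 and -21.5 points. GRID1, whose TSS was taken as the gene end with more CpG sites, went from 45.0% to 84.9% in SW480 and from 84.1% to 33.6% in SW620. Paired by coverage, both of its directions turned, to -11.4 and 0.809 points, the last not called. Both turned as well within 10 kb as labelled, to -12.6 points in SW480 and 1.06 points in SW620. Within 10 kb KRT5 had -5.13 points in SW480. The paper sets the greater demethylation in SW480 cells, read from dot blots and WGBS (Fig. 2D, E), beside TET2 in the nucleus of SW480 and in the cytosol of SW620 cells.

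**Figure D3:**
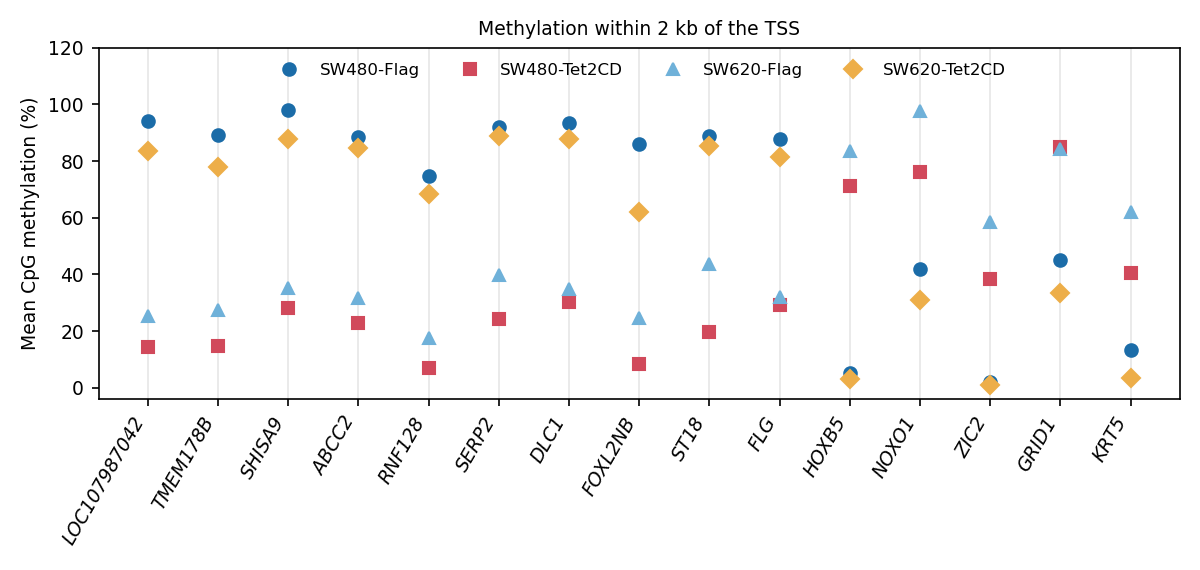
Mean CpG methylation (y axis, %) within 2 kb of the TSS in the 4 libraries, 1 point per library, for the 10 genes with the most negative and the 5 with the most positive difference between the changes in SW480 and SW620. HOXB5 has 5.20% in SW480-Flag and 3.24% in SW620-Tet2CD, against 71.2% in SW480-Tet2CD and 83.7% in SW620-Flag. For some genes, among them DLC1, NOXO1 and GRID1, the TSS is the gene end with more CpG sites and may be wrong.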

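Genes that write, erase and bind DNA methylation were lower with Tet2CD in SW480 at 9 of 11 TSSs, where 7483 of all 14116 measured genes were lower. None was higher in SW480, and 2 were lower and 1 higher in SW620. TET1, a dioxygenase of the family of TET2, changed by -60.2 points in SW480 and by 30.6 points in SW620, and TET3 by -41.5 points in SW480, with -7.46 points (not called) in SW620. The TSS of TET2 itself changed by -26.4 points in SW480 and that of MBD4, a glycosylase that repairs deaminated 5mC, by -15.6 points, with neither called in SW620 (-6.49 and 5.39 points). Of 17 genes of the WNT pathway, which drives growth of colorectal tumours through β-catenin, 9 were lower in SW480, 5 in SW620 and none was higher in either. AXIN1, a scaffold of the complex that degrades β-catenin, changed by -38.2 and -12.7 points in SW480 and SW620, and LEF1, a partner of β-catenin on DNA, by -31.5 and -14.1 points. AXIN2, a target and brake of the pathway, and LGR5, a stem cell receptor, changed by -27.6 and -21.2 points in SW480 and were not called in SW620 (-9.81 and 8.37 points). Of 12 WNT antagonists, 8 were lower in SW480 and none higher, and 4 were lower and 3 higher in SW620. DACT2, an inhibitor of WNT signalling, changed by -41.4 and -20.5 points, and SFRP1, a secreted antagonist often methylated in this cancer, by -40.9 and 22.7 points. SFRP2, another secreted antagonist, changed by -27.5 and 16.6 points, and DACT1, an inhibitor of WNT signalling too, by -31.5 points in SW480 and 0.467 points (not called) in SW620. Of 5 markers of the CpG island methylator phenotype, 4 were lower in SW480 and 2 in SW620, among them CACNA1G (-29.1 and -18.8 points) and RUNX3 (-23.8 and -42.5 points). CDKN2A, which encodes cell cycle inhibitors, and CRABP1, a binder of retinoic acid, changed by -14.2 and -11.5 points in SW480 and were not called in SW620 (0.449 and -3.24 points). Of 12 genes used as methylation markers of colorectal cancer, 6 were lower and 1 higher in SW480, and 1 was lower and 4 higher in SW620. VIM, which encodes the intermediate filament vimentin, changed by -48.4 and 21.7 points, and PPP1R3C, a regulator of glycogen synthesis, by -34.0 and 38.7 points. EYA4, a transcriptional coactivator, ran the other way with 25.8 and -15.8 points, and SDC2, a syndecan, had -27.3 points in SW480 and 6.03 points (not called) in SW620. Of 10 epithelial genes, 5 were lower and 1 higher in each line. OVOL1, a transcription factor of epithelial cells, changed by -56.1 and -27.5 points, and GRHL2, another, by -33.4 and 13.2 points. EPCAM, an adhesion molecule, changed by -22.2 and -12.1 points, and ESRP1, a splicing factor, by -22.6 points in SW480 and 1.77 points (not called) in SW620. Of 10 mesenchymal genes, VIM again included, 6 were lower and none higher in SW480, and 2 were lower and 1 higher in SW620. FN1, the gene of fibronectin, changed by -38.7 points in SW480, with 3.76 points (not called) in SW620. SNAI1, a repressor of epithelial genes, changed by -32.6 and -17.7 points, and COL3A1, a fibrillar collagen, by -15.7 points in SW480 and 0.185 points (not called) in SW620. Among 10000 random lists matched on methylation, the median changes in SW480 and SW620 lay at percentiles 13.1 and 67.6 for the methylation machinery, 24.3 and 3.30 for the WNT pathway, 52.5 and 67.3 for its antagonists, 32.9 and 11.6 for the CpG island methylator markers, 76.0 and 99.0 for the colorectal cancer markers, 15.3 and 0.68 for epithelial and 54.8 and 92.0 for mesenchymal genes. Counts adjusted over the list alone were equal to those over all genes for each list. Genes lower from SW480-Flag to SW620-Tet2CD and from SW620-Flag to SW480-Tet2CD, the pairs alike in coverage, numbered 4 and 4 of the methylation machinery, 6 and 6 of the WNT pathway, 4 and 6 of its antagonists, 4 and 2 of the methylator markers, 1 and 2 of the colorectal cancer markers, 4 and 5 epithelial and 3 and 4 mesenchymal; 1 colorectal cancer marker was higher in the first pair and no other gene of these lists in either. The median changes of the WNT pathway, -10.2 and -6.51 points in SW480 and SW620, were 0.0842 and 0.299 points within 500 bp of the TSS, and the first was -3.24 points at sites with at least 1 call. Within 500 bp the medians in SW480 were also -0.153 points for the methylator markers, -0.470 for the machinery, -1.13 for the colorectal cancer markers and 0 for antagonists and epithelial genes, but -13.4 for mesenchymal genes. At sites with at least 1 call VIM (-6.97 points), SDC2 (-3.99), LGR5 (-7.81), LEF1 (-3.24), CACNA1G (-4.31), CDKN2A (-7.90) and MBD4 (-9.61) were not called in SW480, nor AXIN1 (-1.92), LEF1 (-2.28), DACT2 (-7.17), SFRP1 (2.09), SFRP2 (8.04), VIM (0.917), EYA4 (-7.03) and EPCAM (-7.41) in SW620. Over the sites covered in each library on its own, LGR5 (-1.15 points), TET2 (-2.69), SDC2 (-5.56), MBD4 (-5.99), CRABP1 (-6.29), VIM (-7.91) and CDKN2A (-8.15) were not called in SW480, the changes in SW480 of LEF1 and CACNA1G turned to 1.80 and 8.98 points, and those in SW620 of AXIN1, VIM and FN1 to 1.25, -6.54 and -17.6 points. With the libraries paired by coverage, the directions given for SW620 turned at many of these genes: from SW620-Flag to SW480-Tet2CD, TET1 changed by -2.82 points, SFRP1 by -9.60, SFRP2 by -1.58, DACT1 by -15.8, VIM by -2.18, PPP1R3C by -1.07, SDC2 by -15.1, GRHL2 by -13.3, FN1 by -13.4 and EYA4 by 1.00, and from SW480-Flag to SW620-Tet2CD PPP1R3C changed by 5.70 points. From SW480-Flag to SW620-Tet2CD, TET3 (-7.96 points), MBD4 (-7.70), LGR5 (-4.12), SFRP1 (-8.65), SFRP2 (-9.28), CDKN2A (-8.32), SDC2 (-6.13), EYA4 (9.01), GRHL2 (-6.90) and COL3A1 (-6.25) were not called either. Within 500 bp of the TSS SNAI1 had 5.36 points in SW620, and weighted by reads LGR5 had -18.6 points there. The change of GRHL2 in SW620 turned to -3.72 points at sites with at least 10 calls, and that of VIM to -4.47 points within 10 kb. AXIN2 was called lower in SW620 weighted by reads (-10.8 points), within 10 kb (-11.3), with at least 10 calls (-29.6), thinned (-12.1), without sites above 3 times the median coverage (-10.7) and from SW620-Flag to SW480-Tet2CD (-15.6). TET2 was called lower in SW620 weighted by reads (-18.9 points) and within 1 kb (-11.0) and 500 bp (-13.1). TET2 was also lower over own sites (-15.5) and in that pair (-11.2). TET3 was called lower in SW620 within 10 kb (-11.5 points), over own sites (-60.1) and in that pair (-41.0). Called higher in SW620 were LGR5 (13.0 points) and FN1 (20.9) within 1 kb, FN1 without sites above 3 times the median coverage (19.3), COL3A1 within 500 bp (10.1), DACT1 within 10 kb (11.6) and MBD4 with at least 10 calls (12.4). Calls ended within 10 kb at RUNX3 in SW480 and DACT2, CACNA1G, GRHL2, EPCAM and TET1 in SW620, within 1 kb at CDKN2A, CRABP1, EPCAM and MBD4 in SW480 and SNAI1 in SW620, and within 500 bp at AXIN2, CDKN2A and MBD4 in SW480. They ended with at least 3 calls at LGR5 and SDC2 in SW480 and AXIN1, LEF1, SFRP1, VIM, EYA4, GRHL2 and EPCAM in SW620, and with at least 10 calls at DACT2 and SNAI1 in SW620. Weighted by reads LGR5 and EPCAM were not called in SW480, nor in SW620 AXIN1 thinned, EYA4 and TET1 over own sites, EYA4 without sites above 3 times the median coverage and LEF1 from SW620-Flag to SW480-Tet2CD. Some of these calls ended by the adjusted p alone, with changes still beyond 10 points. In SW620 this held for AXIN1 thinned (-12.8 points) and SNAI1 with at least 10 calls (-13.3). In SW480 it held for EPCAM within 1 kb (-20.6 points) and LGR5 with at least 3 calls (-14.3).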

In addition, we found that Tet2CD impaired the growth and migration of SW480 cells but not SW620 cells both in vitro and in vivo (Fig. 2F–M). However, the other two members of the TET family, TET1 and TET3, did not exert this kind of effect (Supplementary Figure S2A-E), suggesting that this phenomenon is specific to TET2. More importantly, overexpression of full-length TET2 (Tet2FL) inhibited the growth of SW480 cells but not SW620 cells (Supplementary Figure S2F-K). Correspondingly, CRISPR‒Cas9-mediated *TET2* knockout stimulated the growth and migration of SW480 cells but not SW620 cells (Supplementary Figure S2L-Q). These results further confirm the hypothesis that TET2 inhibits the growth and migration of CRC cells by inducing DNA demethylation.

### *RORA* and *SPARC* are crucial downstream targets of TET2

To evaluate the downstream targets of TET2, RNA-seq analysis of SW480-vector, SW480-TET2CD, SW620-vector and SW620-TET2CD cells was carried out, and we identified 285 genes that were upregulated by TET2CD in SW480 but not SW620 cells (Fig. 3A). 

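Within 2 kb of the TSS and by a change of at least 10 points, 185 of the 285 genes were lower with Tet2CD in SW480 and 87 in SW620. Of the 285 genes, 273 had at least 10 shared CpG sites within 2 kb of the TSS. Their median level was 71.0% in SW480-Flag and 47.0% in SW480-Tet2CD, and 59.3% in SW620-Flag and 54.9% in SW620-Tet2CD. The median change per gene was -17.5 points in SW480 and -4.33 points in SW620, beside -11.0 and -3.78 points over all 14116 genes measured. In SW480, 185 of the 273 genes were lower, 6 were higher and 82 did not pass the rule of at least 10 points and an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg). In SW620, 87 were lower, 32 higher and 154 did not pass. There were 130 genes lower in SW480 and not lower in SW620, and the difference between the changes passed its own z test with the lower value in SW480 at 131 genes. The 285 genes were chosen by the paper on RNA from these lines, so that they are not an independent sample of genes. From SW480-Flag to SW620-Tet2CD, which were alike in coverage, the median change was -10.4 points, and from SW620-Flag to SW480-Tet2CD -9.09 points. In these pairs 140 and 115 genes were lower. As labelled, the lower genes in SW480 and SW620 numbered 116 and 53 in windows of 1 kb, 50 and 29 within 500 bp, 103 and 51 at sites with at least 10 calls, 119 and 50 by a log2 ratio of at least 0.5, and 119 and 36 by 20 points. Centred on the genome-wide change, 93 genes were lower in SW480, and the centred count for SW620 cannot be used. Within 500 bp of the TSS, the median changes were -7.94 points in SW480 and -1.76 points in SW620 as labelled. Over own sites of each library they were -12.4 and -8.61 points, so that the lines lay closer together.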

Three additional criteria were also used to select candidate target genes for TET2: the expression level (elevated expression in SW480-Tet2CD), DNA demethylation status (significant DNA demethylation level change in SW480-Tet2CD but not in SW620-Tet2CD), and interactions with other proteins (STRING nodes>3) [21]. Finally, we selected 7 genes from the abovementioned 285 genes (Fig. 3B & Supplementary Table S4).

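Of the 7 genes that Table S4 marks as selected, 6 were lower at the TSS with Tet2CD in SW480 and 3 were lower in SW620 as labelled. SPARC, whose product is a secreted matrix protein, and TPM2, which encodes a tropomyosin, were lower in SW480 and not called in SW620. At TPM2 the level was 57.1% in SW480-Flag and 37.6% in SW480-Tet2CD (adjusted p = 5.91e-19, Fisher's exact test), and 48.4% and 41.6% in the libraries labelled SW620 (adjusted p = 0.0806, same test). PARD3, a regulator of cell polarity, changed by -30.1 points in SW480 and had 27.0% and 33.7% in SW620. The difference between these changes was -36.7 points (adjusted p = 4.68e-96, z test from binomial errors of the summed calls and not of the means over sites). VEGFA, the vascular growth factor, had 26.2% and 11.5% in SW480 and 26.3% and 20.0% in SW620. The changes of VEGFA did not pass the z test from binomial errors (difference -8.43 points, adjusted p = 0.159). LHX1, a homeobox transcription factor, was lower in both lines, by changes of -20.9 and -22.6 points. MYL9, a light chain of myosin, was also lower in both, with 94.1% and 65.9% in SW480 and 90.2% and 77.1% in SW620. INPP5D, an inositol phosphatase, had 94.5% and 88.9% in SW480, which was not called, and was lower in SW620 (100% and 88.3%), over 12 shared CpG sites. Windows held 12 to 75 shared sites. At sites with at least 1 call, INPP5D was lower in SW480 (-27.0 points) and not called in SW620 (-0.804 points), LHX1 and MYL9 were not called in SW620 (-3.18 and -7.59 points), and VEGFA was not called in SW480 (-2.86 points), nor with at least 3 calls (-5.59 points). Within 500 bp of the TSS, TPM2 changed by 12.8 points in SW480, the other direction, and at sites with at least 1 call by 11.3 points in SW620. The changes differed by -12.6 points at TPM2 and -15.2 points at MYL9 between the lines, and did not pass at LHX1 (1.66 points) and INPP5D (6.09 points). The difference at TPM2 turned to 35.9 points and that at LHX1 to -72.0 points within 500 bp. In SW620, SPARC was called lower within 1 kb (-16.8 points) and 500 bp (-23.6), TPM2 within 500 bp (-23.1) and 10 kb (-10.8) and with at least 10 calls (-19.9), and PARD3 higher weighted by reads (18.0). Within 1 kb TPM2 had 1.74 points in SW480 and VEGFA was not called there, nor over own sites or thinned. VEGFA was not called from SW480-Flag to SW620-Tet2CD (-6.22 points) but was lower from SW620-Flag to SW480-Tet2CD (-14.8 points). INPP5D was lower in SW480 with at least 3 calls (-30.4 points), over own sites (-19.3) and within 10 kb (-19.6), and in SW620 had 5.90 points with at least 3 calls and -6.44 points (not called) within 10 kb. LHX1 was not called in SW480 with at least 3 or 10 calls (-6.27 and -7.70 points) and in SW620 within 1 kb and 500 bp, nor MYL9 in SW620 without sites above 3 times the median coverage (-7.77). Differences no longer passed at MYL9 weighted by reads, within 10 kb, with at least 10 calls and over own sites, and at TPM2 within 10 kb and with at least 10 calls, and paired by coverage that at MYL9 turned to 7.28 points; that at VEGFA passed within 10 kb (-20.2 points). At LHX1 the difference was 16.2 and 22.0 points with at least 3 and 10 calls but -18.4 points with at least 1 call and -21.1 points over own sites.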

**Fig. 3:**
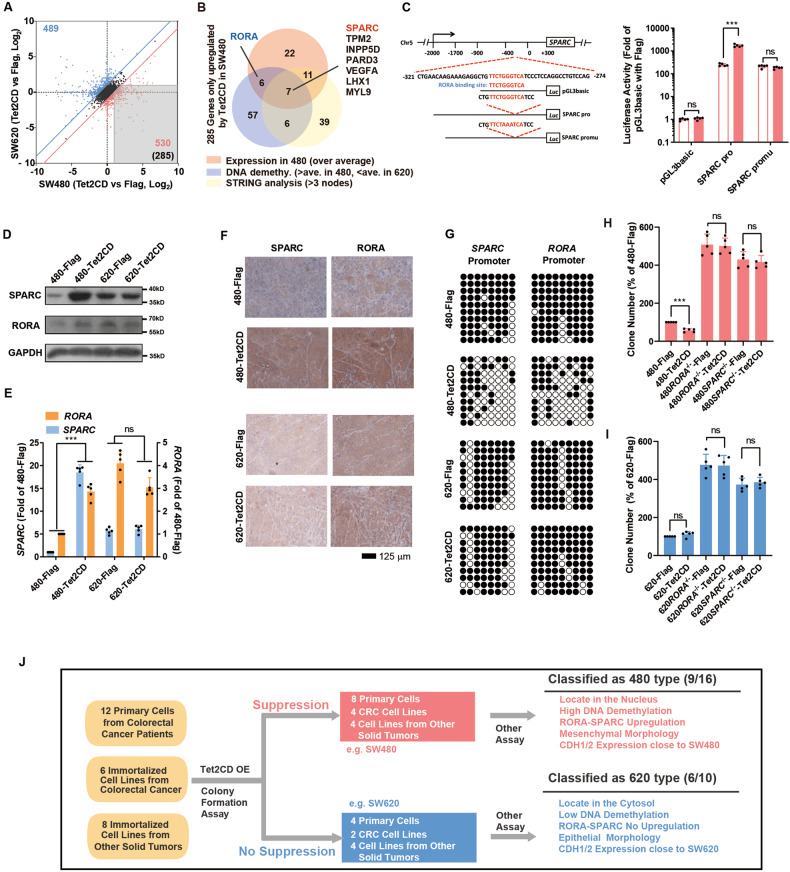
Nuclear localization of TET2 inhibits CRC progression by inducing DNA demethylation of *RORA* and *SPARC*. **A**, **B** The expression changes induced by Tet2CD overexpression in SW480 and SW620 cells are plotted together (**A**). As indicated in the grey area, 285 genes were upregulated by Tet2CD in SW480 cells only. The Venn diagram shows genes selected based on their expression levels, DNA demethylation levels, and interactions with other proteins (**B**). **C** *RORA* bound and activated the promoter of *SPARC* in HEK293T cells. **D**–**E** The protein (**D**) and mRNA levels (**E**) of RORA and SPARC were determined in SW480 and SW620 cells expressing Flag or Tet2CD. **F** The levels of RORA and SPARC were determined in SW480 and SW620 cells expressing Flag or Tet2CD four weeks after transplantation into nude mice. Higher levels of RORA and SPARC were observed in 480-Tet2CD than in 480-Flag. Such observations were not obtained in SW620 cells. **G** Demethylation on the promoters of *RORA* and *SPARC* was determined with bisulfite sequencing. Tet2CD decreased the methylation on the promoters of *RORA* and *SPARC* only in SW480 cells. **H**–**I** Colony-forming assay in SW480 and SW620 cells overexpressing TET2CD and/or RORA^-/-^ and SPARC^-/-^ cells; notably, Tet2CD failed to suppress the growth of RORA^-/-^ and SPARC^-/-^ SW480 cells. **J** Generalization of different categories of cell lines based on the functions of Tet2CD. Cell mesenchymal morphology was defined as low cell-cell interaction and high aspect ratio (over 1.5), while epithelial morphology was considered as high cell-cell interaction and low aspect ratio (below 1.5). All experiments were repeated at least 5 times (*n* ≥ 5), except for sequencing experiments. Additional statistical information is provided in Supplementary Table S8.

Among these genes, secreted protein acidic and cysteine rich (*SPARC*) and *RORA* stood out because of their suggested roles in CRC [22–24]. 

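At SPARC, methylation within 2 kb of the TSS was lower with Tet2CD in SW480, and RORA, a nuclear receptor, did not pass the size rule in either line. The window of SPARC (chromosome 5 of hg38, 151685165 to 151689165) had 36 shared CpG sites with 94.2% in SW480-Flag and 63.8% in SW480-Tet2CD (adjusted p = 5.76e-41, Fisher's exact test). In SW620 it had 73.3% with Flag and 63.4% with Tet2CD (adjusted p = 0.239, Fisher's exact test). The difference between the changes at SPARC was -20.5 points (adjusted p = 9.08e-12, z test from binomial errors). Behind each of these sites lay a mean of 19.0, 12.2, 10.6 and 14.1 calls in SW480-Flag, SW480-Tet2CD, SW620-Flag and SW620-Tet2CD. The window of RORA (chromosome 15, 61227319 to 61231319) had 47 shared sites with 46.8% and 38.6% in SW480 and 45.4% and 39.8% in SW620. At RORA the changes of -8.27 and -5.60 points differed by -2.68 points (adjusted p = 0.243, z test from binomial errors). In bins of 500 bp over sites with at least 1 call in each library, the region 500 to 1000 bp after the TSS of RORA had 77.7% in SW480-Flag, 6.92% in SW480-Tet2CD, 45.3% in SW620-Flag and 50.0% in SW620-Tet2CD, from 209, 415, 97 and 44 calls at 32 sites. The next bin of RORA, 1000 to 1500 bp after the TSS, was lower in both lines and more so in SW620, with 19.3%, 10.9%, 41.7% and 1.39% in that order over 12 sites. The bin 500 to 1000 bp before the TSS of SPARC had 90.9%, 27.8%, 55.6% and 73.6% in the same order, over 9 sites, and that 0 to 500 bp after it, over 21 sites, was lower in both lines (94.1%, 71.3%, 79.4% and 53.0%). The change of RORA in SW480 passed the size rule at sites with at least 1 call (-24.8 points) and with at least 10 calls (-15.1 points), over own sites of each library (-22.8 points) and weighted by reads (-13.7 points), and in SW620 with at least 10 calls (-10.003 points) and within 10 kb of the TSS (-10.6 points). The difference between the lines at RORA passed its rule with at least 1 call (-20.8 points) and over own sites (-20.2 points). Within 500 bp of the TSS, SPARC changed by -23.6 points in SW620 (-16.8 points within 1 kb, both called), and the difference between the lines came to -0.621 points.

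**Figure D4:**
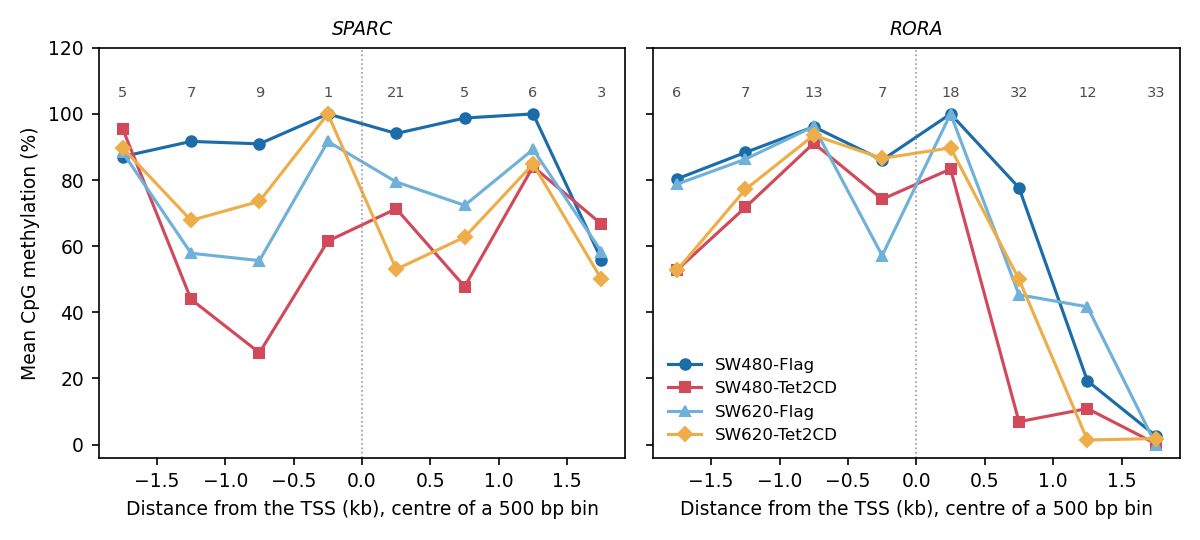
Mean CpG methylation (y axis, %) in bins of 500 bp by distance from the TSS (x axis, kb) at SPARC and RORA, 1 line per library, over CpG sites with at least 1 call in each library, whose number stands above each bin. In the bin 500 to 1000 bp after the TSS of RORA, SW480-Tet2CD has 6.92% and the other libraries have 45.3% to 77.7%; in the next, SW620-Tet2CD is lowest with 1.39%; the bin just before the TSS of SPARC rests on 1 site.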

More importantly, after checking the promoter of *SPARC*, we found a RORA-binding motif in the promoter of SPARC. A promoter luciferase assay demonstrated that RORA is indeed an upstream regulator of *SPARC* (Fig. 3C). Given the unique relationship of RORA and SPARC, these molecules were analysed simultaneously in our following study.

Tet2CD overexpression significantly elevated the expression of RORA and SPARC at both the protein and mRNA levels in vivo and in vitro in SW480 cells but not in SW620 cells (Fig. 3D-F). Subsequent bisulfite sequencing revealed that Tet2CD overexpression induced significant DNA demethylation of CpG islands of the *RORA/SPARC* promoter in SW480 cells but not in SW620 cells (Fig. 3G). Similar phenomenon was observed in tissues with high TET2 activity (Figure S3A). Then, *RORA/SPARC* was knocked out in SW480 and SW620 cells, and Tet2CD failed to suppress the growth or migration of *RORA*^-/-^ and *SPARC*^-/-^ cells (Fig. 3H-I & Supplementary Figure S3B-D). In summary, *RORA* and *SPARC* are crucial downstream targets of TET2 that connect TET2 and its tumour suppression effects.

To further examine the function of TET2-mediated DNA demethylation of *SPARC* and *RORA* in other solid tumour cell lines, we examined the TET2 location, DNA demethylation activity and *RORA/SPARC* expression in these cells. Nine out of 16 “suppression”-type cell lines overexpressed Tet2CD located in the nucleus, induced high levels of DNA demethylation, and upregulated *RORA-SPARC*, similar to the observations in SW480 cells. Six out of 10 “no suppression”-type cell lines overexpressed TET2 located in the cytosol, induced low levels of DNA demethylation, and did not upregulate *RORA-SPARC*, similar to the observations in SW620 cells (Fig. 3J & Supplementary Table S3). Taken together, these findings indicate that TET2 inhibits tumour cell growth and metastasis by activating demethylation activity via regulation of *RORA-SPARC* expression.

### β-Catenin regulates TET2 activity by modulating TET2 nuclear localization

To identify the regulators responsible for the different localizations and activities of TET2 in SW620 and SW480 cells, we performed proteomic experiments to detect any protein that may bind Tet2CD. A total of 148 proteins were found to significantly bind Tet2CD in SW480 cells, and 127 proteins were found to significantly bind Tet2CD in SW620 cells (Supplementary Figure S4A-B and Table S5). Several previously reported proteins, such as PSPC1, SIN3A, SAP30, and HDAC1 [25, 26], were identified and found to interact with TET2 at similar intensities in these two cell lines (Fig. 4A). More importantly, 84 proteins that interacted with TET2 at a higher intensity in SW480 cells were identified as the potential proteins responsible for the different activity of TET2 between SW480 and SW620 cells (Fig. 4A). Among these proteins, we noticed that β-catenin (encoded by the *CTNNB1* gene) was an important hub in the network of these 84 proteins, and β-catenin was selected for the following study (Fig. 4B).

**Fig. 4:**
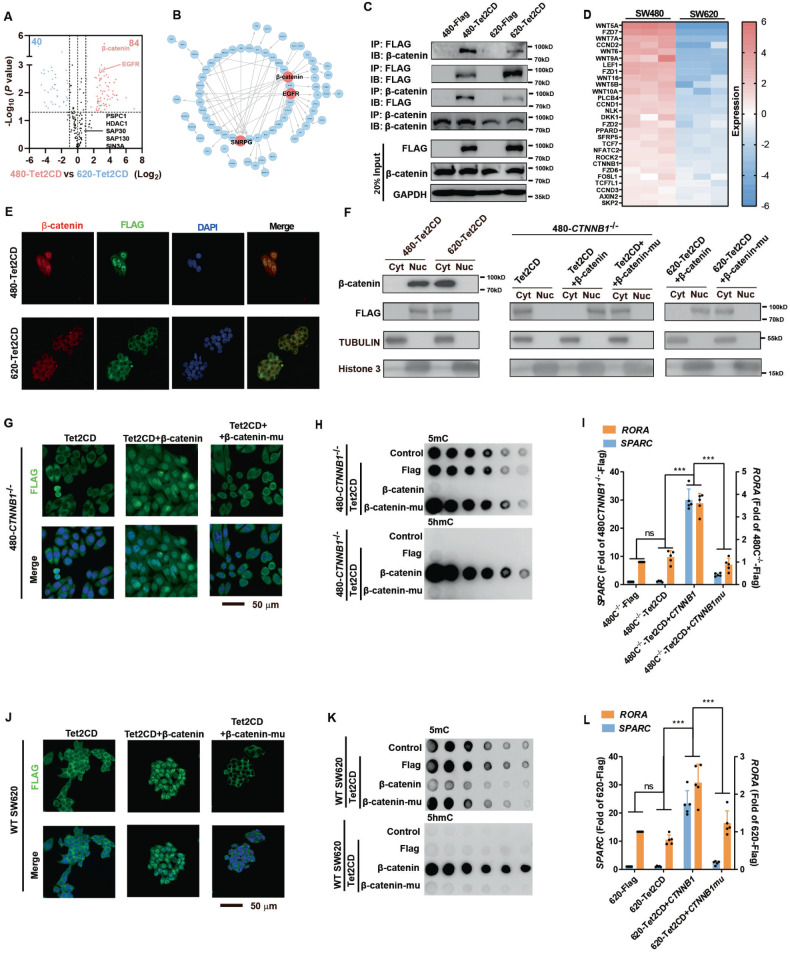
β-Catenin directly interacts with TET2 and regulates TET2 nuclear localization and DNA demethylation activity. **A** The proteins that interact with TET2 in SW480 and SW620 cells were identified via proteomic experiments. **B** Network of proteins that interact with TET2 at a higher intensity in SW480 cells. **C** The interaction between β-catenin and Tet2CD was confirmed by IP. **D** The expression of key factors in the WNT pathway in SW480 and SW620 cells was summarized after RNA-seq analysis. **E** IF analysis of the co- localization of Tet2CD and β-catenin in indicated cells. **F** Cytoplasm and nuclear protein fractionation assay was carried out in indicated cells and analysed with WB. **G**–**I** *CTNNB1*^-/-^ SW480 cells exhibited nuclear–cytosolic shuttling of overexpressed Tet2CD (**G**). *CTNNB1* knockout inhibited DNA demethylation (**H**) and reduced the expression of *RORA/SPARC* (**I**), effects that were reversed by wild-type β-catenin but not mutant β-catenin. **J**–**L** Overexpression of β-catenin, but not β-catenin-mu, in SW620 cells caused nuclear translocation of Tet2CD (**J**), induced global DNA demethylation (**K**) and increased the expression of RORA/SPARC (**L**). All experiments were repeated at least 5 times (*n* ≥ 5), except the sequencing experiments. Additional statistical information is provided in Supplementary Table S8.

We then validated that the interaction between TET2 and β-catenin indeed exists via immunoprecipitation studies (Fig. 4C & Figure S4C). Importantly, GO analysis of genes with higher expression in SW480 cells than in SW620 cells revealed that these genes were significantly related to the canonical WNT-β-catenin pathway (Supplementary Figure S4D-E). The following expression analysis indicated that these genes related to the WNT-β-catenin pathway exhibited higher expression in SW480 cells than in SW620 cells (Fig. 4D). In addition, IF analysis demonstrated the interaction of TET2 and β-catenin is higher in SW480 (Fig. 4E). All of these results suggest the potential contribution of β-catenin to the differential localization and activity of TET2 in SW480 and SW620 cells.

To further illustrate the importance of β-catenin, cell fractionation was carried out in SW480-Tet2CD and SW620-Tet2CD cells. β-catenin and Tet2CD were mainly located in cell nuclear in SW480-Tet2CD cells. In addition, *CTNNB1* was knocked out in SW480 cells (Supplementary Figure S4F). Knockout of *CTNNB1* resulted in shuttling of overexpressed Tet2CD from the nucleus to the cytosol, inhibited the DNA demethylation activity of Tet2CD and reduced the expression of *RORA/SPARC*, effects that could be reversed by wild-type β-catenin but not mutated β-catenin (without a nuclear translocation domain) [27] (Fig. 4F–I). Furthermore, overexpression of β-catenin, but not β-catenin-mu, in SW620 cells caused the translocation of Tet2CD from the cytosol to the nucleus, elevated global DNA demethylation and increased the expression of *RORA/SPARC* (Fig. 4F & Fig. 4J–L). The colony formation assay provided consistent results (Supplementary Figure S4G-H).

To identify key sites of TET2 for its interaction with β-catenin, TET2 truncation constructs were created and used in immunoprecipitation assays. We found that the last 66 amino acids were critical for the TET2-β-catenin interaction (Fig. 5A). Additional mutation studies suggested that four conserved sites (D1981, V1984, T1985, and S1987) were important (Fig. 5B). When overexpressed in SW480 and SW620 cells, Tet2CD-mt (D1981A, V1984G, T1985A, and S1987A) failed to interact with β-catenin. Interestingly, nuclear protein lysates of Tet2CD-mt cells exhibited no DNA demethylation activity, but whole-cell protein lysates exhibited normal DNA demethylation activity, which indicated that Tet2CD-mt still had DNA demethylation activity (Supplementary Figure S4I-J). However, Tet2CD-mt localized to the cytosol and did not induce global DNA demethylation, nor did it increase the expression of *RORA-SPARC* (Fig. 5C–E & Supplementary Figure S4K). Consistently, Tet2CD-mt did not affect the growth of CRC cells (Supplementary Figure S4L). Therefore, β-catenin regulates the DNA demethylation activity of TET2 by modulating its nuclear localization via direct binding.

**Fig. 5:**
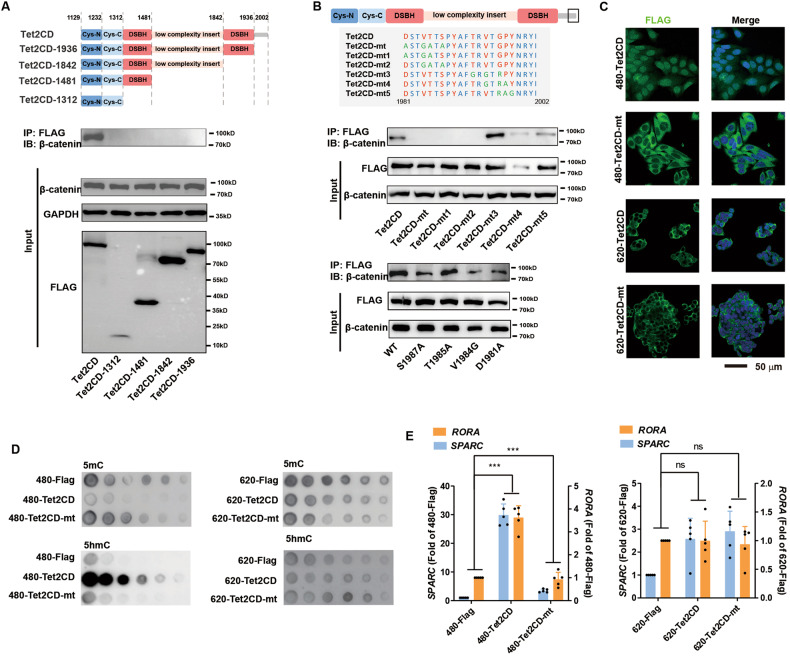
Key sites of TET2 were identified to be crucial for the interaction with β-catenin. **A** Various TET2 deletion constructs were expressed in 293 T cells. IP assays were used to determine whether they interacted with β-catenin. **B** Various TET2 mutants were expressed in 293T cells. Tet2CD-mt failed to interact with β-catenin. **C**–**D** Tet2CD or Tet2CD-mt was overexpressed in SW480 and SW620 cells. The localization of the overexpressed proteins (**C**) and the abilities of the proteins to induce global DNA demethylation (**D**) were determined. **E** Overexpression of Tet2CD-mt did not affect the expression of the *RORA-SPARC* axis. All experiments were repeated at least 5 times (*n* ≥ 5), except the sequencing experiments. Additional statistical information is provided in Supplementary Table S8.

E-cadherin and β-catenin are well-known EMT markers that form a complex in epithelial cells. Although both SW480 and SW620 cells have epithelial characteristics, SW480 cells are more mesenchymal than SW620 cells based on a previously reported scoring system for EMT/MET [28] (Supplementary Figure S5A). To test whether EMT regulates the localization and activity of TET2 in SW620 and SW480 cells, we treated the cells with the widely used EMT activator and inhibitor TGFβ and RepSox, respectively [29]. TGFβ successfully induced EMT in SW620 cells, and RepSox induced MET in SW480 cells, which was confirmed by RNA-seq and cell migration via live cell tracing (Supplementary Figure S5A-C & Table S6). Subsequent assays demonstrated that RepSox induced TET2 shuttling from the nucleus to the cytosol in SW480 cells, which was accompanied by reduced TET2-dependent global DNA demethylation, impaired activation of the *RORA-SPARC* axis and accelerated growth of cancer cells; TGFβ exerted the opposite effects in SW620 cells (Supplementary Figure S5D-I & Table S6).

### Combination treatment with IM12 and vitamin C suppresses CRC progression

To further demonstrate the roles of β-catenin in regulating TET2 activity, the β-catenin inhibitor IWR1 and activator IM12 were used to treat SW480 and SW620 cells separately [30, 31]. In SW480 cells, IWR1 treatment resulted in the translocation of Tet2CD from the nucleus to the cytosol, impaired TET2-induced DNA demethylation, facilitated the growth of cancer cells and decreased the expression of *RORA* and *SPARC* (Fig. 6A, B and Supplementary Figure S6A-C). Correspondingly, in SW620 cells, IM12 led to cytosolic-nuclear shuttling, activation of global DNA demethylation, suppression of CRC cancer cell growth and enhanced expression of RORA and SPARC (Fig. 6C, D and Supplementary Figure S6D-E).

**Fig. 6:**
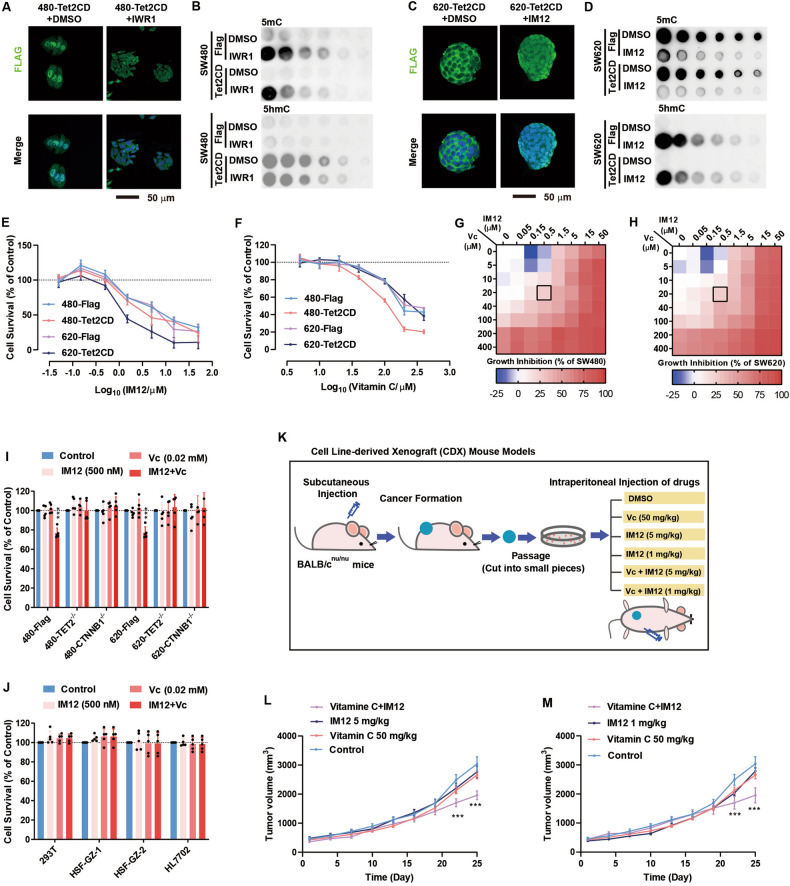
Vc and the β-catenin activator IM12 synergically inhibit tumour growth. **A**–**D** Compounds (β-catenin inhibitor IWR1, 25 μM; β-catenin activator IM12, 3.8 μΜ) were used to treat SW480 and SW620 cells overexpressing Tet2CD. The localization of Tet2CD was determined in SW480 (**A**) and SW620 (**C**) cells. A dot blotting analysis of DNA methylation in SW480 (**B**) and SW620 (**D**) cells was performed. **E**, **F** The concentration-dependent effects of IM12 (**E**) and Vc (**F**) were determined in SW480 and SW620 cells overexpressing Flag or Tet2CD. **G**, **H** IM12 and Vc (concentration indicated) were used to simultaneously or individually treat SW480 (**G**) and SW620 (**H**) cells. Cell growth was monitored. **I** IM12 (0.5 μM) and Vc (20 μM) were used simultaneously or individually to treat 480-Flag, 480-TET2^-/-^, 480-CTNNB1^-/-^, 620-Flag, 620-TET2^-/-^ and SW620-CTNNB1^-/-^ cells. Cell growth was monitored. **J** IM12 and Vc (concentration indicated) were used simultaneously or individually to treat several types of somatic cells. Cell growth was monitored. HSF and HL7702 represent human skin fibroblasts and hepatocytes, respectively. **K**–**M** CDX models prepared with SW620 cells were used to examine the effect of vitamin C (50 mg/kg), IM12 (1 or 5 mg/kg), or Vc plus IM12 on tumour growth (**K**). Vc and IM12 synergistically suppressed tumour cell growth (**L**, **M**). Additional statistical information is provided in Supplementary Table S8.

The notion that vitamin C (Vc) can be used to kill cancer cells has long been controversial during the past century. Vc has been widely reported as a strong activator of TET2 enzymatic activity [32, 33]. However, the clinical use of Vc requires a high dose, which raises safety concerns. Since IM12 is a novel activator of TET2 activity, we wondered whether IM12 may function as an anticancer agent. Indeed, IM12 and Vc inhibited cell growth in a concentration-dependent manner (Fig. 6E, F). Moreover, a synergistic effect was observed when we combined these two agents. Due to the synergistic effect, low levels of IM12 (0.5 μM) and Vc (20 mM) significantly suppressed cell growth to below 80% of the control level (Fig. 6G, H). These results demonstrate that IM12 may decrease the dose of Vc slightly required to kill tumour cells. This synergistic effect is significant but modest. However, such a synergistic effect was not observed in *TET2*^-/-^ or *CTNNB1*^-/-^ cells, which confirmed its dependency on the β-catenin-TET2 interaction (Fig. 6I). Similar effects were not observed in several mouse or human somatic cell lines (Fig. 6J), suggesting the potential use of IM12 and Vc together to treat cancer while future optimization is still needed to boost the synergistic effect.

We then prepared SW620 cell line-derived xenograft (CDX) models to examine the effect of Vc and IM12 in vivo (Fig. 6K). At the last two tested time points (Days 22 and 25), the tumour sizes in mice treated with both Vc and IM12 were smaller than those in the vehicle control and monotherapy groups (p < 0.001) (Fig. 6L, M). Therefore, Vc and IM12 synergistically suppress CRC progression both in vitro and in vivo. The synergistic effects are significant but modest.

In addition, the cell lines tested in Fig. 3J were used to test the synergistic effects of vitamin C and IM12 in suppressing cell growth. Similar synergic effects were also observed in 20 cell lines out of 26 total cell lines tested (Supplementary Figure S6F-G& Table S3). Therefore, the combination of Vc and IM12 may be used to treat other solid tumours and reduce the dosage of Vc.

## Discussion

The major form of TET2 malfunction in haematological cancers arises from gene mutation. However, our study shows that in solid tumours, the frequency of *TET2* mutation is low, and the malfunction of TET2 in solid tumours such as CRC can be achieved by loss of the nuclear localization of TET2.

In our study, we found that the difference in TET2 dysfunction between solid tumours and blood cancers is mainly due to differences in the cellular environment. In solid tumours, cells usually adhere to each other via adhesion complexes. E-cadherin and β-catenin are well-known members of the cell adhesion complex. However, B cells and T cells express genes related to cell‒cell and cell–substrate interactions, such as E-cadherin and N-cadherin, at relatively low levels [34]. Haematopoietic cancer cells grow mostly in suspension and cannot use E-cadherin to lock β-catenin in the membrane complex. In solid tumours, however, when cells sense EMT stimuli such as hypoxia, E-cadherin is degraded, which not only induces a mesenchymal phenotype but also releases β-catenin from the membranous complex. Therefore, the release of β-catenin from the cell adhesion complex is a basic cellular process involved in the development and progression of solid tumours [35]. However, no such phenomenon occurs in blood cancer cells.

In addition, released β-catenin from the adhesion complex may subsequently translocate from the cell membrane to the cytoplasm. For canonical Wnt signalling, β-catenin is the crucial nuclear effector. In the absence of Wnt ligands, cytoplasmic β-catenin is regulated by the destruction complex for final degradation. When the Wnt/β-catenin pathway is activated, cytoplasmic β-catenin translocates to the nucleus to activate the downstream transcriptional cascades of the Wnt pathway [36]. In solid tumours, especially in CRC, β-catenin activation plays crucial roles. However, the canonical β-catenin pathway is nearly undetectable in blood cancers [37].

As β-catenin is a crucial protein in both EMT and Wnt signalling and has diverse roles in many biological and pathological processes [38], the relationship between β-catenin and cancer progression seems very complex and even controversial. In our study, we found that elevated β-catenin translocates TET2 from the cytosol to the nucleus and suppresses tumour growth. Therefore, the activation of TET2 by EMT/WNT/β-catenin pathways is a kind of “side effect” or brake that impairs these key events in a feedback manner during tumour progression. Our study thus sheds light on the causes and mechanisms of TET2 dysfunction in solid tumours, which are quite different from those in haematological cancers. As demonstrated in the current study, nuclear β-catenin induces nuclear translocation of TET2 and enables TET2 to induce DNA demethylation, which subsequently suppresses cancer progression.

Previous studies have extensively reported that Vc activates TET2 activity [39]. Vc has also been used in the treatment of cancer for decades [40]. However, effective tumour prohibition requires high Vc doses, which are difficult to achieve under most circumstances and cause numerous side effects. It is reasonable to assume that the requirement of high doses of Vc is due to the cytosolic localization of TET2, whereas IM12 induces the nuclear translocation of TET2 to enable Vc to function at low doses. Here, we explored the possibility of treating solid tumours with Vc and the WNT/β-catenin pathway activator IM12 at low doses. IM12 and Vc promoted the nuclear localization and catalytic activity of TET2 and synergistically suppressed tumour cell growth in vivo and in vitro. The synergistic effects are significant but modest and more comprehensive study is needed to optimize the synergistic effects. In addition, the combination of IM12 and Vc may also suppress the growth of tumours with low TET2 expression, since Vc has a high ability to activate TET proteins.

However, current model of β-catenin and TET2 failed to work in a portion of tested cells. In pluripotent cells like ESCs (data not shown) and normal cells, we failed to observe the translocation of TET2 with β-catenin modulation. All of these results suggest that the regulation mechanism of TET2 is cell type dependent. This is reasonable for in IP-MS of TET2, we did find quite large number of interaction proteins other than β-catenin. So, more comprehensive studies are needed to unravel the mechanism of TET2 thoroughly.

In summary, this work reveals a unique mechanism of TET2 activity regulation in solid tumours. All of these results demonstrate that TET2, especially its localization and activity, is a new therapeutic intervention target for life-threatening late-stage tumours.

## Methods and materials

### Colorectal cancer samples

Colorectal cancer tissue arrays were obtained from National Engineering Center for Biochip at Shanghai (NECBS) and Taizhou Hospital of Zhejiang Province (THZP). The collection and usage of these colorectal samples were approved by the Institutional Review Boards of the NECBS and THZP in accordance with the Declaration of Helsinki. Written informed consent was obtained from the patients before the samples were collected. Paraffin sections of colorectal cancer samples were obtained from Sun Yat-sen University Cancer Center, which was approved by the Institutional Review Boards in accordance with the Declaration of Helsinki. Written informed consent was obtained from the patients before the study began. The studies with human samples were also approved by the Institutional Review Board of Guangzhou Institutes of Biomedicine and Health (No.GIBH-IRB07-2017). All the samples used in this study were collected from initial surgical treatment. Clinical information and semi-quantified IHC results were listed in Supplementary Table S1.

### Animals

All animal studies were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publication No. 80-23) and were approved by the Institutional Review Board in Guangzhou Institutes of Biomedicine and Health (No.2019061). All efforts were made to minimize the number of animals used and their suffering. BALB/c^nu/nu^ mice were purchased from Beijing Vital River Laboratory Animal Technology. Mice were normally housed in groups with access to food and water ad libitum. After surgery, mice were housed individually with access to food and water ad libitum.

### Cell lines

Primary cell lines established from the colorectal cancer samples were obtained from Chi Scientific (Human Cancer PrimaCel^lTM^ 6, 2-96029) and cultured with Colorectal Tumor Cells Growth Medium as instructed. Ethics approval and informed consent were completed by Chi Scientific.

Cancer cell lines and HL7702 were obtained from Cell Bank of Chinese Academy of Sciences (http://www.cellbank.org.cn/). Human skin fibroblasts (HSFs) were obtained in previous studies [41]. Cell lines were cultured in High Glucose DMEM supplemented with 10% Fetal Bovine Serum (FBS, Excell), 1% nonessential amino acids (NEAA, Thermo Fisher), and 1% GlutaMAX (Thermo Fisher). Cells were maintained at 37 °C under 5% CO_2_.

Cell mesenchymal morphology was defined as low cell-cell interaction and high aspect ratio (over 1.5), while epithelial morphology was considered as high cell-cell interaction and low aspect ratio (below 1.5). All cells were subjected to a mycoplasma test (MycoAlert^TM^, Lonza) to ensure that they were free of mycoplasma before use. Moreover, all immortalization cell lines were subjected to STR identification.

### Tumorigenesis and tail vein injection assays

Approximately 2 × 10^6^ logarithmically growing SW620-Flag, SW620-Tet2CD, SW480- Flag and SW480-Tet2CD cells in 0.1 mL PBS were transplanted subcutaneously into right flank of 4 to 6 week-old BALB/c^nu/nu^ mice for in vivo tumorigenesis assays [42] .

Approximately 2 × 10^6^ logarithmically growing SW620-Flag, SW620-Tet2CD, SW480- Flag and SW480-Tet2CD cells in 0.1 mL PBS were injected through the tail vein for in vivo metastasis assay (n = 5). The tumor size was measured and calculated by the formula of ellipsoid (1/2 × Length × Width^2^) for tumor volume. All mice were euthanized within 6 weeks and biopsied, the subcutaneous tumors, lung and liver were removed and fixed with paraformaldehyde for subsequent paraffin embedding and staining.

### Cell-line-derived xenografts model (CDX)

SW620 cell-line-derived xenografts were established and prepared for the subsequent cohorts for drug testing. Logarithmically growing SW620 cells were transplanted subcutaneously into 4- to 6-week-old BALB/c^nu/nu^ mice for in vivo tumorigenesis. Subcutaneous tumors were surgically resected and cut into pieces (approximately 3 mm × 3 mm), one tumor piece is implanted per mouse subcutaneously into the right flank of mice. 72 mice were divided into six groups for therapy every 3 days by intraperitoneal injection (5 times in total), when CDX tumors are approximately 200 to 300 mm^3^. Vc alone (50 mg/kg), IM12 alone (1 mg/kg), high IM12 alone (5 mg/kg), combination of Vc (50 mg/kg) and low IM12 (1 mg/kg), combination of Vc (50 mg/kg) and high IM12 (5 mg/kg) were administrated as therapy groups, vehicle (5% DMSO + 40% PEG300 + 10% Tween-80 + 45% H_2_O) was used as control. Tumor volumes and mice weights were measured every 3 days. All mice were sacrificed on day 25.

### Immunohistochemistry (IHC)

The tissue was deparaffinized by placing slides into three changes of xylene and rehydrated in a graded ethanol series. The rehydrated tissue samples were rinsed in water and subjected to antigen retrieval in citrate buffer (pH 6.0). Endogenous peroxidase activity was blocked with 3% hydrogen peroxide for 15 min at room temperature, then slides were washed with PBS and incubated with the indicated antibodies overnight. The slides were then washed with PBS and incubated with secondary antibody in universal two-step detection kit (ZSGB-BIO, PV9000) according to the instruction of the manufactures. The images of tissue microarrays were scanned by 3D HISTECH Digital slice scanner.

The levels of TET2, 5hmC, and 5mC were semi-quantitatively scored in a blinded fashion based on staining intensity and frequency of positive cells of tumor tissue. Two pathologists who were blinded to clinical parameters individually reviewed and scored the stained tissue sections. The staining intensity was scored as 0 (negative), 1 (weak), 2 (medium) and 3 (strong), and the percentage of positively stained cells was defined on a scale of 0–3 (0: 0-5%, 1: 6–25%, 2: 26–50% and 3: >50%). Then multiply the two scores, and the final staining scores of 0-3 or 4–9 were considered as low or high expression levels, respectively. TET2 nuclear localization is decided with a significant higher level of TET2 in cell nuclear and TET2 cytoplasm localization is decided with a significant higher level of TET2 in cell cytoplasm.

### Gene knockout and lentivirus infection

Cells were transfected with virus produced from pLentiCRISPRv2 system with the appropriate gRNA sequences designed on a website (crispr.mit.edu) and selected with puromycin (Gibco, A1113803). Cells were plated into 96 well plates in concentration at approximately 1 cell/well. Genomic DNA was isolated from surviving cells and the knockout of target gene was verified. The homozygous colonies with unimodal sequencing results (with frame shift mutation) were used. All gRNA sequences were listed in Supplementary Table S7.

Lentivirus was packaged by co-transfection of vectors encoding target genes and the packaging plasmids pMD2.G and psPAX2 into HEK293T cells. Viruses were collected and used to infect cell lines. Puromycin was used to select cell lines with genomic incorporation and stable expression of the target genes.

### Immunoblotting (IB), Immunoprecipitation (IP) and Mass Spectrum (MS)

Whole cell extracts were obtained with lysis buffer (50 mM Tris pH 8.0, 150 mM NaCl, 10% Glycerol, 0.5% NP40, 1 mM Phenylmethanesulfonyl fluoride and freshly added protease inhibitor cocktail). After centrifugation at 13,000 rpm for 15 min at 4 °C, soluble proteins were quantified by BCA assay kit.

Approximately 100 μg of cell lysates were used for immunoblotting. Samples were loaded onto SDS-PAGE and transferred to PVDF membrane. The membrane was washed with TBST buffer and incubated with indicated antibodies. Minichem Biosystem (SAGECREATION) were used to semi-quantify the target proteins.

Approximately 1 mg of cell lysates were incubated with indicated antibody (normally Anti-Flag, Sigma) overnight at 4 °C on a rotation wheel. Combined Protein A/G magnetic beads (Bio-rad, 1614833) were added for another 1.5 hours. Elution was performed as instructed and samples were then subjected for immunoblotting.

For IP-MS, precipitated proteins were eluted as reported previously [43]. Briefly, 100 μl of elution buffer (2 M urea, 10 mM DTT and 50 mM Tris pH 8.5) for 20 min, 50 mM iodoacetamide (Sigma, I1149) for 10 min in dark, and 250 ng of trypsin (Promega, V5280) for 2 hours were used to treat the beads. The supernatant was collected with 100 μl of elution buffer for another round of 5 min incubation. Combined elutes were digested with 200 ng of trypsin overnight at RT, acidified to pH < 2 by adding approximately 10 μl of 10% Formic acid (Sigma, 1002641000) and desalted using C18 Stagetips (Sigma, 66883-U) prior to MS analyses. Each experiment was performed in technical triplicate.

MS analysis was performed as reported previously [44]. Tryptic peptides were separated using a 140 min of total data collection with an Easy-nLC 1200 connected online to a Fusion Lumos mass spectrometer (Thermo Fisher). Scans were collected in data-dependent top-speed mode with dynamic exclusion at 90 sec. Raw data were analyzed using MaxQuant version 1.6.0.1 search against Mouse Fasta database, with label free quantification and match between runs functions enabled. The output protein list was analyzed and visualized using DEP package.

### Immunofluorescence (IF)

Cells were fixed with 4% paraformaldehyde after removing the medium and washing three times with PBS. The samples were washed twice with PBS and blocked with blocking buffer (PBS containing 10% normal goat serum (Beyotime, C0265), 1% bovine serum albumin (Genview, FA016) and 0.3% Triton X-100). Antibodies were diluted with blocking buffer and incubated with the samples for 12 hours at 4 °C or 2 hours at RT. Three PBS washes were performed after each time of antibody incubation. Immunofluorescence was detected with a Zeiss LSM800.

### Cytoplasm and nuclear protein fractionation

Cells used for cytoplasm and nuclear protein fractionation were washed in cold PBS and counted. Cytoplasm and nuclear protein fractions from 500*10^4^ cells were harvested as the instruction of Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific, 78840). Proteins were then separated by SDS-PAGE and electrotransferred to PVDF membranes. Following primary and secondary antibody incubation, signals of target proteins were analyzed with Minichem Biosystem.

### Quantitative PCR (qPCR)

Total RNA was extracted from the cells using TRIzol (Thermo Fisher, 15596018), and 2 μg of RNA were used to synthesize cDNA with ReverTra Ace® (Toyobo, TRT-101) and oligo-dT (Takara) according to the manufacturers’ instructions. The transcript levels of the genes were determined using Vazyme 2*Master Mix (Vazyme, Q311-02-AA,) and a CFX-96 Real-Time system (CFX96, Bio-Rad).

### Wound healing assay

Cells were seeded onto a 6-well plate and grown to 90% confluence. Confluent cells were then scratched using a 200 μl pipette tip. After rinsing three times with PBS to remove detached cells, the remaining cells were incubated in serum-free medium (DMEM medium, HyClone) at 37 °C for 96 hours. The wound status was recorded (Olympus Corporation, Tokyo, Japan) at hour 0, 24, 48, 72 and 96 after scratching. Scratch covered by the migrated cells were quantified via ImageJ software (version 1.48; National Institutes of Health, Bethesda, MD, USA).

### Colony forming assay

For clone formation assay, cells were plated in 12-well plates at a concentration of 800 cells/well and incubated for 8 days. Then cells were washed with PBS for three times, and fixed with 70% ethyl alcohol, stained with Crystal Violet and dried. Plates were scanned with the aid of a standard scanner system (MFC-7340, BROTHER). The corresponding treatments in different cells are shown in the figure, and the colony sizes were quantified via Image J software.

### Sodium bisulfite sequencing

Genomic DNA was extracted using a Wizard Genomic DNA Purification Kit (Promega A1125) according to the manufacturer’s instructions. The purity of the DNA was determined using a K5500 spectrophotometer, and DNA quantification was performed using a Qubit® 3.0 fluorometer.

Genomic DNA (200 ng) was exposed overnight to a mixture of 40.5% sodium bisulfite and 10 mM hydroquinone. Subsequently, regions of the target promoters were amplified by PCR. The PCR products were cloned into the pMD18-T vector (Takara), propagated in DH5α, sequenced, and mapped to genome.

### Dot-blotting

Genomic DNA (1.2 ug/uL, 0.8 μL, 2 fold dilution to have six spots) was pipetted onto the nitrocellulose membrane. After drying, 1 min ultraviolet crosslinking, and 1 hour incubation with 5% milk, antibodies against 5mC or 5hmC were incubated for 2 hours at RT. The membrane was washed in PBS containing 0.1% Tween (PBST) five times. Then the membrane was incubated with secondary antibodies at a dilution of 1:2000 for 1 hour at RT. The membrane was washed again with PBST for five times. Finally, DNA on the membrane was visualized using enhanced chemiluminescence reagents (Millipore, WBKLS0500).

### DNA demethylation assay with HPLC or LC-MS/MS

For global DNA methylation level, DNA was extracted using a Wizard Genomic DNA Purification Kit (Promega) according to the manufacturer’s instructions. Purified DNA with QIAquick Nucleotide Removal kit was digested with nuclease P1, phosphodiesterane I and alkaline phosphatase [45]. The resulting DNA digestion solution was analyzed by electrophoresis on a 1% agarose gel to verify complete digestion. The DNA digestion solution was diluted 3-fold, ultrafiltrated to remove molecules larger than 3k dalton.

For in vitro DNA demethylation assay, the CpG site in the middle of the two oligonucleotides were methylated CpG sites. Annealed oligonucleotides (normally 1 μM, but different when indicated) were incubated with cell lysis in the presence of 1 mM α-ketoglutaric acid (Sigma), 100 μM Fe(NH_4_)_2_(SO_4_)_2_ (Sigma), 1 μM ATP (Sigma), 1 mM ascorbic acid, and HEPES buffer (pH 8.0). The reactions were carried out at 37 °C for 6 hours.

For 5mC quantification, each sample (10 μl) was loaded and analyzed on Agilent 1260 BIO with a C18 reverse-phase column (2.1 × 50 mm, 1.8 μm, Agilent ZORBAX Eclipse Plus C18). The mobile phase was 7 mM ammonium acetate (pH 6.7) in water and methanol (v/v, 19:1); the flow rate was 0.3 ml per min, and the detector was set at 280 nm.

### RNA-seq

RNA was extracted from cells using TRIzol reagent. RNA-Seq libraries were prepared for each RNA sample using the TruSeq RNA Sample Preparation Kit v2 (RS-122-2001, Illumina). The sequencing was done using a NextSeq 500 High Output Kit v2 (75 cycles) (FC-404-1005, Illumina) according to the manufacturer’s instructions. The depths of sequencing are 10 M pair-end reads of length 50NT. The raw data obtained using RNA-seq were tested for basic quality control with the FASTQC tool, and the filtered reads were pre-processed using the TRIMMOMATIC tool (PE.fa:2:30:10:8:true LEADING:3 TRAILING:3 SLIDINGWINDOW: 4:15 MINLEN:36). The percentage of qualified reads was 97.37%. Reads were aligned to a transcriptome index generated from the Ensembl annotations (v67), using RSEM, bowtie2, and sequencing data using GC-content normalization [46]. Gene Oncology analysis was performed by using DAVID 6.8 (https://david-d.ncifcrf.gov/) [47], and STRING 11 analysis was performed on https://string-db.org/ [48].

### Whole gerome bisulfate sequencing

The purified genomic DNA was shipped on dry ice to Annoroad Gene Technology Co. Inc., Beijing, China for WGBS. Clean reads were mapped to the mouse genome (GRCm38/mm10) using previously reported methods and software [49]. The raw sequencing data, clean reads, and methylation information on each cytosine were provided for further analysis.

### Materials

Additional materials used in the current studies were listed in Supplementary Table S7.

### Statistical analysis

All experiments were repeated for at least five times (*n* ≥ 5) except sequencing experiments. The criterion for samples exclusion was pre-established. If the values obtained were more than twice the SEM of the mean, we excluded the samples. The normalization step eliminates the batch difference by hypothesizing that the performance of control group was consistent. For animal studies, each group included at least 5 mice. Samples/organisms/participants were allocated into experiments groups with simple randomization. Investigators were not blinded to group allocation in some experiments with cell lines, but multiple investigators repeated these experiments with no knowledge of the results. The data were analyzed and compared using two-tailed student t-test, one-way ANOVA, or two-way ANOVA with multiple comparisons in GraphPad Prism 7.0. Error bars and “n” represent the standard deviation (standard error only if indicated) and the number of independent experiments, respectively. “*”, “**”, and “***” represent significant differences (*P* < 0.05, *P* < 0.01, and *P* < 0.001, respectively) from the indicated control groups. Detailed information was listed in Supplementary Table S8.

## Supplementary information

Supplementary Information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

original western blots

aj-checklist

## Data Availability

The RNA-seq results generated during this study are available at Gene Expression Ominibus (GEO) under accession number (GSE101386 & GSE154646). The WGBS results generated during this study are available at GEO under accession number (GSE154734). The IP-MS results generated during this study are available at ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD020080 (Reviewer Account, Username: , Password: SwbhCoEB). The details and corresponding accession number were listed in Supplementary Table S7. This study did not generate code.

# Supplementary material for: Nuclear localization of TET2 requires β-catenin activation and correlates with favourable prognosis in colorectal cancer
**Source:** Cell Death Dis. 2023 Aug 24;14(8):552. doi: 10.1038/s41419-023-06038-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

**Nucleocytoplasmic Shuttling of TET2 Regulates Colorectal Cancer Progression**

Changpeng Li^1,2,#,*^, Jingcai He^1,3,#^, Fei Meng^1,2,4,5,#^, Fuhui Wang^1,4,#^, Hao Sun^1,2^, Huizhong Zhang^6^, Linna Dong^1,4^, Mengdan Zhang^1,4^, Qiaoran Xu^1,4^, Lining Liang^1,2^, Yuan Li^1^, Tingting Yang^1,2,4^, Meiai He^1,4^, Tao Wang^1,4^, Jiechun Lin^1,7^, Jiaqi Sun^8^, Qiuling Huang^1^, Lin Guo^1,2^, Xiaofei Zhang^1^, Shijuan Mai^6,*^, Hui Zheng^1,2,4,7,*^

**Supplementary Figure Titles and Legends**

**Supplementary Figure S1**

**High TET2 in nucleus favors better survival.**

(A) Representative IHC staining for TET2 in CRC samples.

(B-D) Kaplan–Meier survival plots of the two categories of 380 CRC samples are presented (B). The two cohorts were also separately analyzed in (C) and (D).

(E) High TET2 in nucleus was associated with high levels of 5hmC.

(F-G) CRC samples were classified into three categories, low TET2, high TET2 in nucleus and high TET2 in cytosol. Survival analyses were performed with samples from Guangzhou cohort (F) and Shanghai-Taizhou cohort (G).

(H) High TET2 in nucleus was associated with low Dukes’ stages.

(I) Kaplan–Meier survival plots of the two categories of 72 CRC samples with TET2 low expression are presented. Additional statistic information was provided Supplementary Table S8.

**Supplementary Figure S2**

**TET2 inhibited the growth and migration of SW480 cells but not SW620 cells.**

(A-E) Tet1CD, Tet2CD, or Tet3CD was overexpressed in SW480 and SW620 cells (A) and the performance of these cells in colony forming assay were determined (B-C). The inhibition of growth was measured with CCK8 (D-E). Inhibition effect was only observed in SW480 expressing Tet2CD.

(F-K) Tet2FL was overexpressed (F-G). The proliferation of these cells in colony forming assay was determined (H). Cell growth was measured with CCK8 (J-K). Tet2FL inhibited the proliferation of SW480 but not SW620 cells.

(L-Q) *TET2* was knocked out in SW480 and SW620 cells with CRISPR-Cas9 system (L). Colony forming (M-N) and wound healing assays (O) of these cells were determined. CCK8 analysis was carried out with indicated cells (P-Q). *TET2* knockout facilitated the proliferation of SW480 cells but not SW620 cells.

All experiments were repeated for at least 5 times (n≥5). The S.D. was shown. Additional statistic information was provided Supplementary Table S8.

**Supplementary Figure S3**

***RORA-SPARC* axis is essential for the cancer suppression induced by TET2.**

(A) Demethylation on the promoters of RORA and SPARC was determined with bisulfite sequencing in indicated tissues.

(B) *RORA* and *SPARC* were knocked out in SW480 and SW620 cells with CRISPR-Cas9 system.

(C) The abilities of Tet2CD overexpression to affect the performance of these cells were valued via colony forming assay.

(D) The abilities of Tet2CD overexpression to affect the migration of these cells were valued via wound healing assays.

All experiments were repeated for at least 5 times (n≥5). The S.D. was shown. Additional statistic information was provided Supplementary Table S8.

**Supplementary Figure S4**

**β-catenin is a crucial protein in regulating Tet2 location.**

(A-B) Proteomic analyses were employed to detect any protein that may bind TET2, 148 and 127 proteins were revealed to interact with TET2 in SW480 and SW620 cells respectively.

(C) The interaction between β-catenin and TET2 was confirmed by IP in SW480 and SW620.

(D-E) RNA-seq analysis revealed the differences in gene expression between SW480 and SW620 **(D)**. Genes related to canonical WNT-β-catenin pathway and fatty acid metabolism were enriched in SW480 and SW620 (E), respectively

(F-H) *CTNNB1* was knocked out in SW480 cells with CRISPR-Cas9 system (F). The ability of Tet2CD to affect *CTNNB1*^-/-^ SW480 cells in colony forming (G) was summarized. The ability of Tet2CD was also summarized in SW620 cells expressing *CTNNB1* or *CTNNB1mu* (H).

(I-J) The DNA demethylation abilities of nuclear extraction (I) and whole cell lysis (J) of cells expressing Tet2CD or Tet2CD-mt were determined in a biochemistry assay *in vivo.*

(K) Cytoplasm and nuclear protein fractionation analysis of indicated cells.

(L) Overexpression of Tet2CD-mt did not induce tumor growth prohibition (L).

All experiments were repeated for at least 5 times (n≥5) except sequencing experiments. The S.D. was shown in (F-N). Additional statistic information was provided Supplementary Table S8.

**Supplementary Figure S5**

**EMT regulates the localization of TET2.**

(A-B) TGFβ (TGFβ1/2/3, 1 ng/mL each) or RepSox (1 μM) were used to treat cells for three days before RNA-seq. The successful EMT or MET was confirmed by using a previously reported scoring system for epithelial and mesenchymal states.

(C) Cell migration was measured with live imaging in indicated cells.

(D-F) The nuclear localization of overexpressed Tet2CD treated with TGFβ or RepSox in SW480 cells was determined with immunofluorescence (D), and the global DNA methylation levels were determined with dot blot (E) and colony forming assays F) were performed.

(G-I) Experiments were performed with SW620 cells as in (D-F)

All experiments were repeated for at least 5 times (n≥5) except sequencing experiments. Additional statistic information was provided Supplementary Table S8.

**Supplementary Figure S6**

**β-catenin is required for TET 2 to regulate DNA methylation and cell growth**

(A-B) Compounds (the β-catenin inhibitor, IWR1, 25 μM) were used to treat SW480 cells expressing Flag or Tet2CD. The proliferation of cells (A), and the activation of RORA and SPARC were determined (B).

(C) Cytoplasm and nuclear protein fractionation analysis of indicated cells treated with IWR1 and IM12.

(D-E) Compounds (the β-catenin activator, IM12, 3.8 μΜ) were used to treat SW620 cells expressing Flag or Tet2CD. The proliferation of cells (D), and the activation of RORA and SPARC were determined (E).

(F-G) Generalization of different categories of cell lines based on their response to the combination of Vc and IM12.

All experiments were repeated for at least 5 times (n≥5). The S.D. was shown. Additional statistic information was provided Supplementary Table S8.

**Supplementary Table Legends**

**Supplementary Table S1**

**Clinical information and IHC results of 380 colorectal cancer samples**

Clinical information of the current colorectal cancer samples were obtained from THZP, and Sun Yat-sen University Cancer Center. Personal information was not provided. The level of TET2 (low or high), localization of TET2 (low, high in nucleus, and high in cytosol), level of 5mC (low or high), and level of 5hmC (low or high) were determined with IHC and listed.

**Supplementary Table S2**

**High TET2 in the nuclei correlates with several clinicopathological characteristics**

Relationship between TET2 and general clinicopathological characteristics of CRC patients from THZP and Sun Yat-sen University Cancer Center cohorts; and multi-variant analysis of all patients in this study.

**Supplementary Table S3**

**Information and functional studies results of cancer cell lines**

Brief information of the cell lines used in the current study was provided. The abilities of Tet2CD overexpression to regulate cell growth in a colony formation assay, global DNA methylation level, the expression of RORA and SPARC were summarized.

**Supplementary Table S4**

**Collected analysis of WGBS and RNA-seq of SW480 and SW620 cells**

12715 protein-coding genes with significant expression in at least one sample during the current RNA-seq analysis were summarized. Genes with larger upregulation in SW480 or in SW620 cells were labelled in column M. 285 further selected genes were labelled in column N. Additional analysis on these 285 genes were listed in column Y to AB.

The average methylation levels of all qualified CpG sites around TSS (-2.0 ~+2.0 kb) were considered as the methylation levels of corresponding genes. 

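Levels within 2 kb of TSSs could be set beside those of Table S4 for the first 1998 of its 12715 genes, the part used here. This part holds all 285 genes the paper marked, so it is not a neutral sample of the genes. Over the CpG sites with at least 1 call in the library itself, the mean level of 1993 of the 1998 genes was 41.5% in SW480-Flag, 31.9% in SW480-Tet2CD, 39.7% in SW620-Flag and 34.5% in SW620-Tet2CD, and the paper's values average 42.8%, 32.8%, 40.7% and 35.8%. Per gene, these levels correlated with the paper's at 0.784, 0.786, 0.796 and 0.775 in the same order, a correlation across genes, which are not independent replicates. The median gene lay 3.63, 3.25, 3.64 and 3.23 points from the paper's value. With the calls at the coordinates as listed, the correlation was 0.785 in SW480-Flag but 0.0239 in SW480-Tet2CD, -0.0343 in SW620-Flag and -0.0405 in SW620-Tet2CD. Over shared sites with at least 5 calls in each of the 4 libraries, as used at the other genes and regions, 1978 genes had mean levels of 55.1%, 41.1%, 50.8% and 44.7%, and the correlations were 0.607, 0.630, 0.628 and 0.624. With at least 5 calls over own sites of each library they were 0.769, 0.749, 0.717 and 0.751, so the lower values do not come from the minimum of calls alone. In all, 24 combinations of order, sites and window were compared. The text of the paper does not say which calls made a CpG site qualified.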

The results for 12715 protein-coding genes were listed in column S to X.

**Supplementary Table S5**

**IP-MS results of Tet2CD in SW480 and SW620 cells**

Tet2CD was overexpressed in SW480 and SW620 cells. Tet2CD was immunoprecipitated and subjected for MS analysis.

**Supplementary Table S6**

**RNA-seq results of SW480 and SW620 cells with TGFβ or RepSox treatment**

SW480 and SW620 cells with/without Tet2CD overexpression were treated with TGFβ (TGFβ1/2/3, 1 ng/ml each) or RepSox (1 μM) for three days. RNA-seq were then performed. The expressions of 15969 genes with significant expression in at least one sample during the current RNA-seq analysis were summarized.

**Supplementary Table S7**

**Material used in the current study**

As Title.

**Supplementary Table S8**

**Additional Statistic information**

As Title.

# Supplementary material for: Nuclear localization of TET2 requires β-catenin activation and correlates with favourable prognosis in colorectal cancer
**Source:** Cell Death Dis. 2023 Aug 24;14(8):552. doi: 10.1038/s41419-023-06038-x

**Figure 2C**

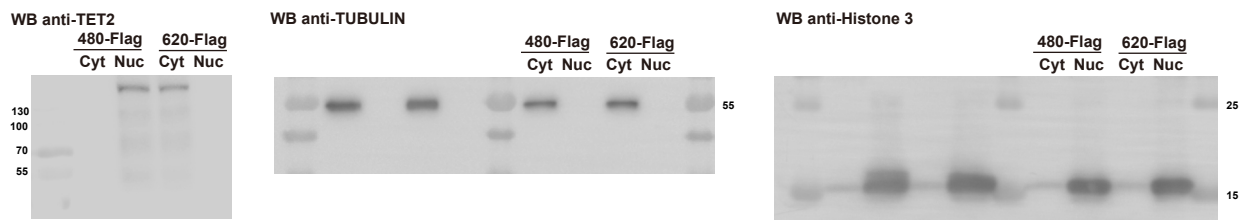

**Figure3 D**

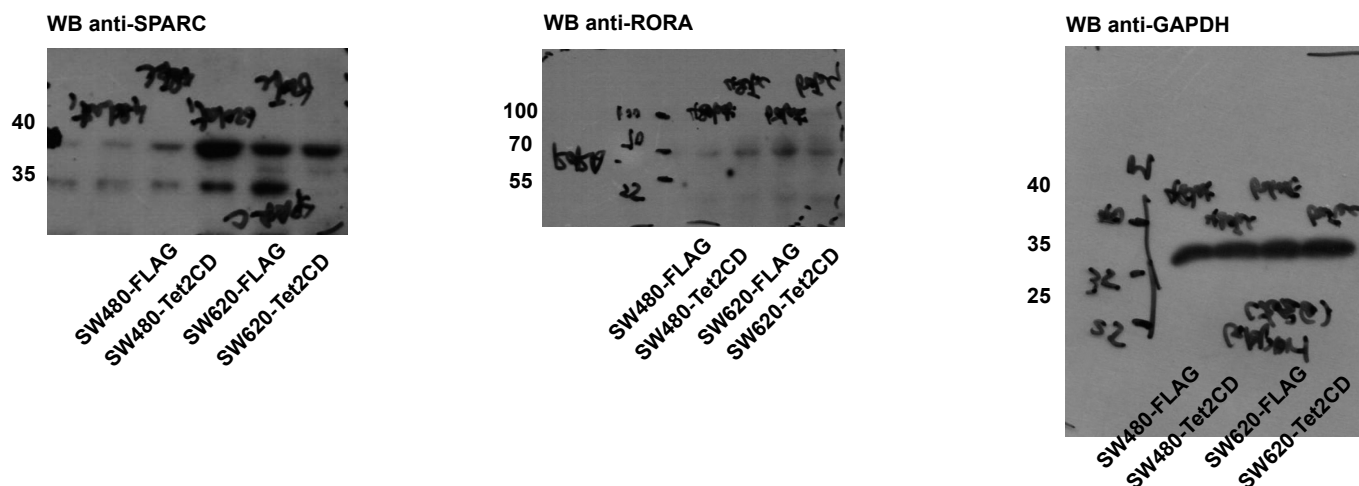

**Figure4 C**

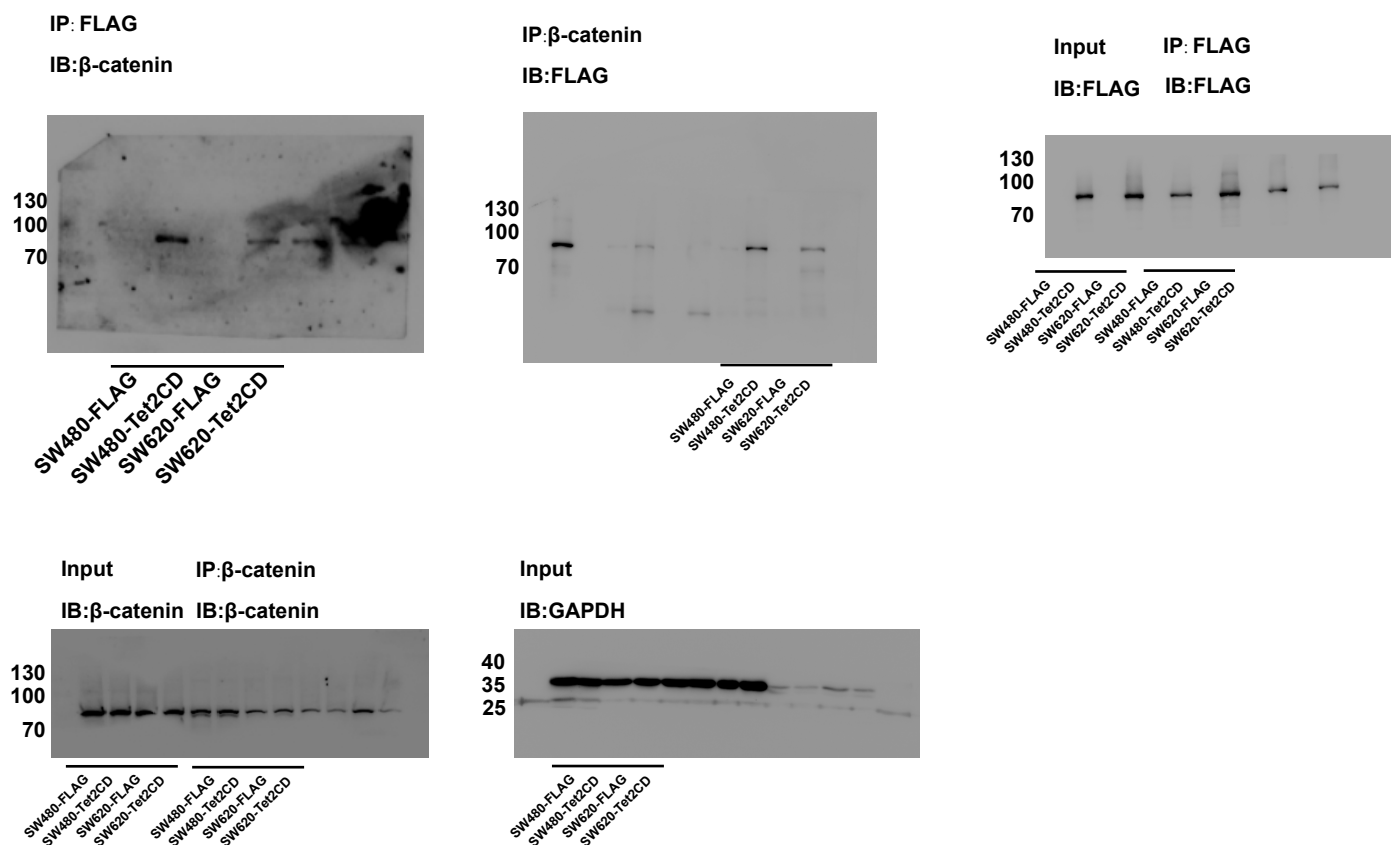

Figure 4F

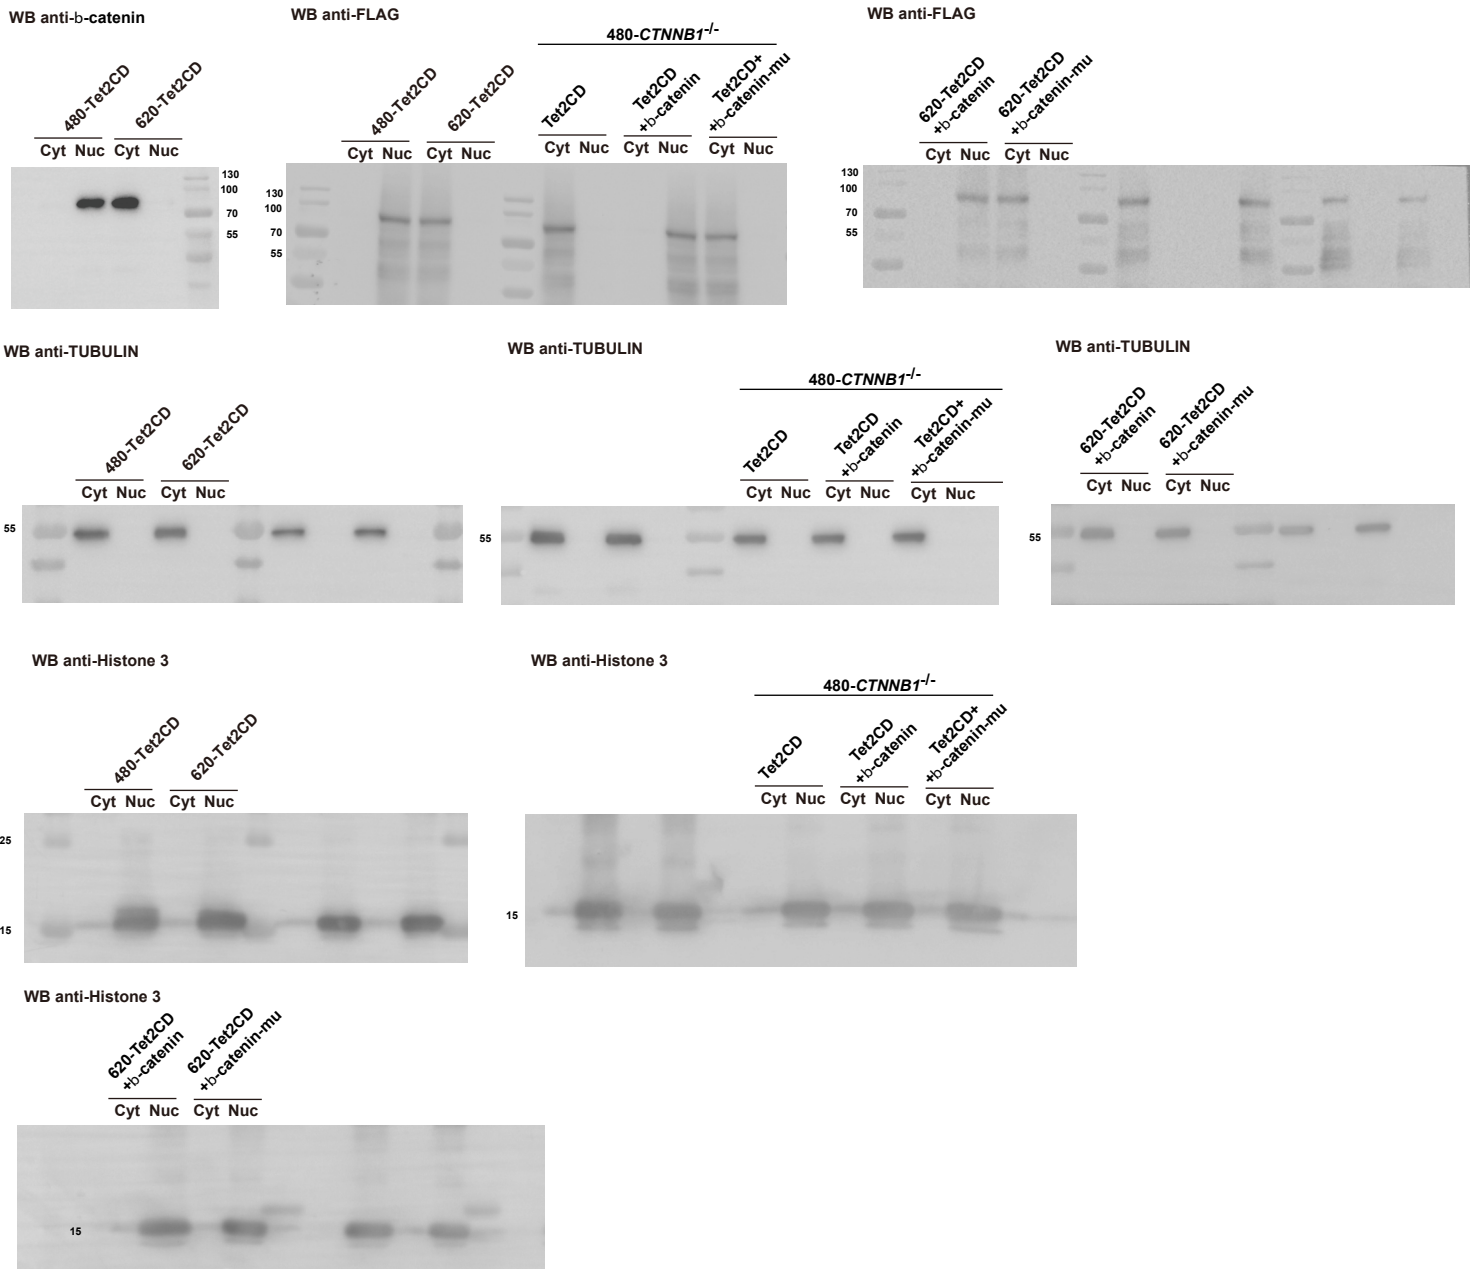

Figure5 A

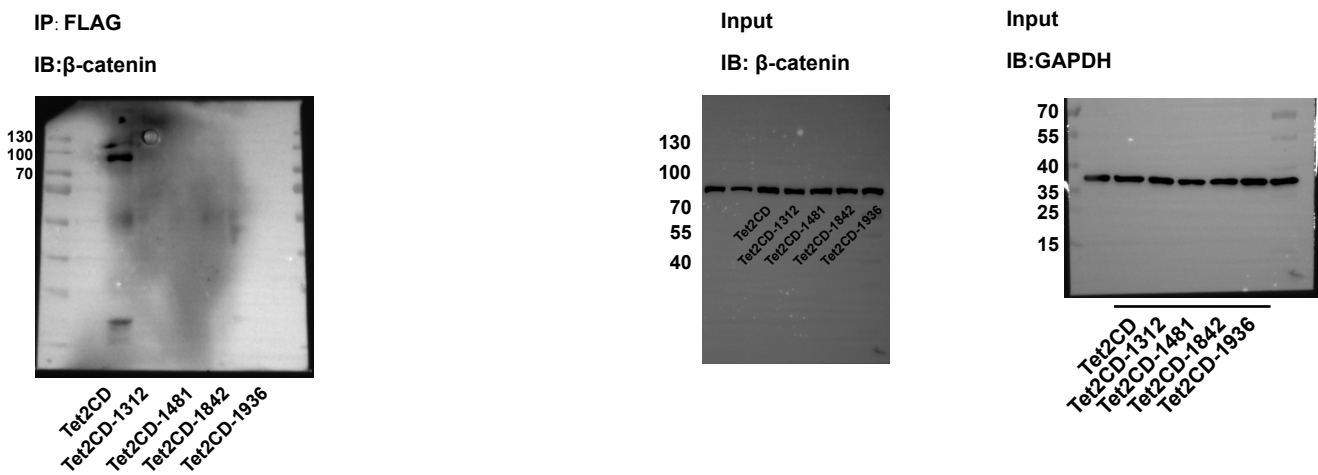

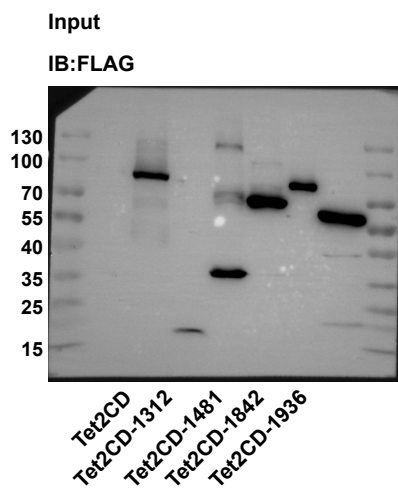

## Figure5 B

IP: FLAG

IB:β-catenin

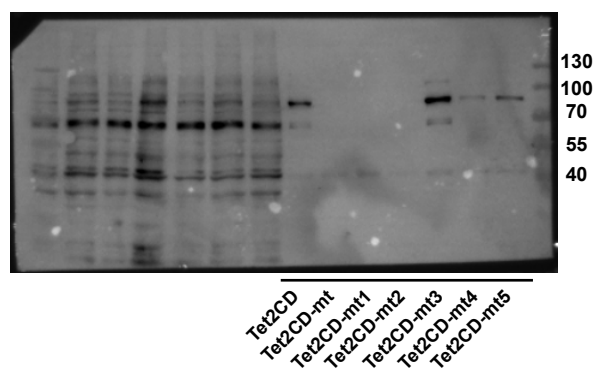

Input

IB:FLAG

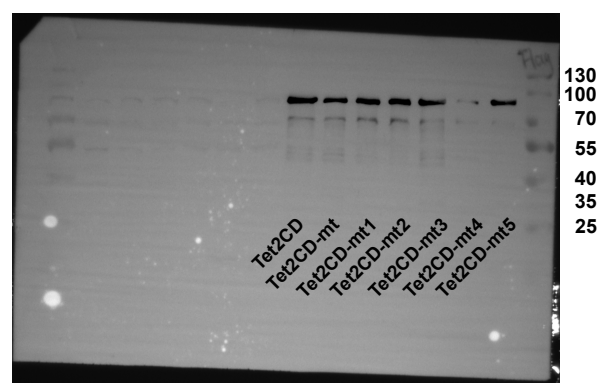

Input

IB:β-catenin

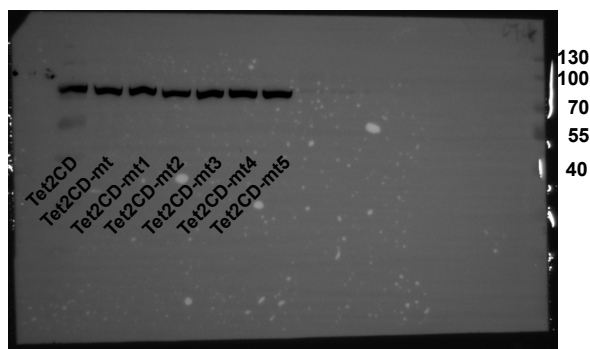

IP: FLAG

IB:β-catenin

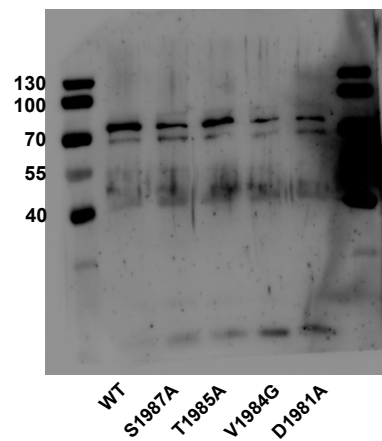

Input

IB:FLAG

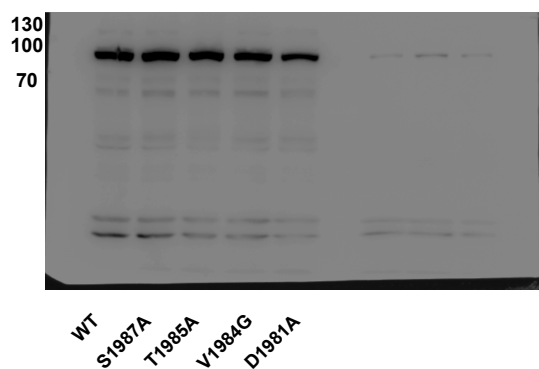

Input

IB:β-catenin

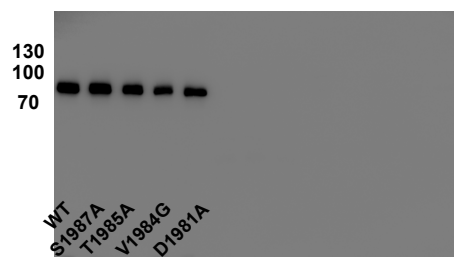

Figure S2F

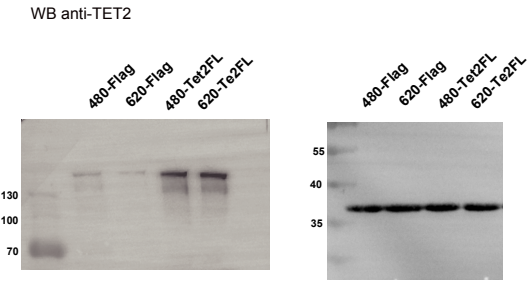

Figure S2L

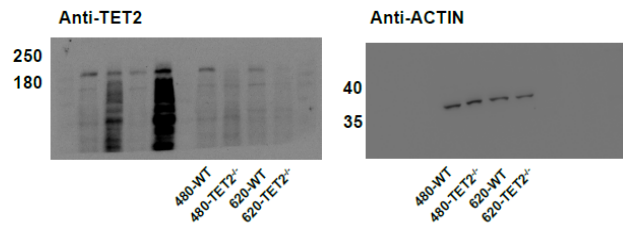

FigureS3 B

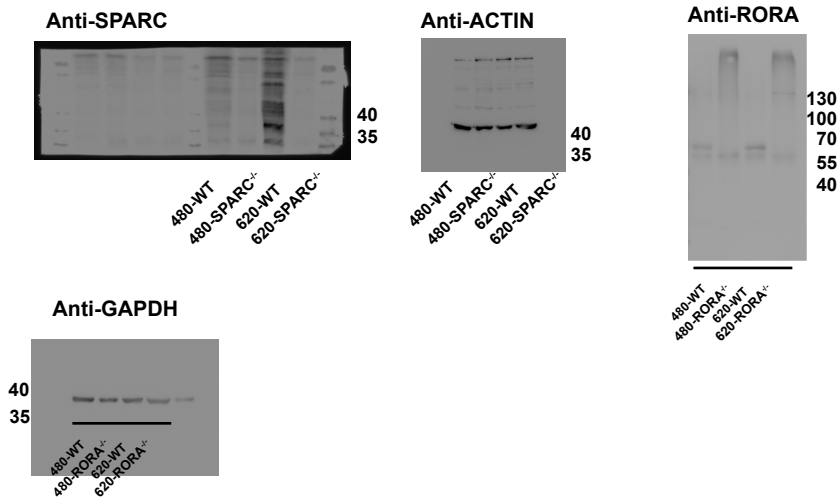

Figure S4C

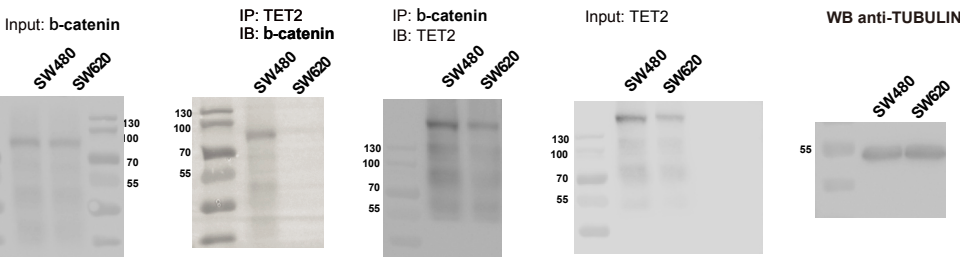

FigureS4 F

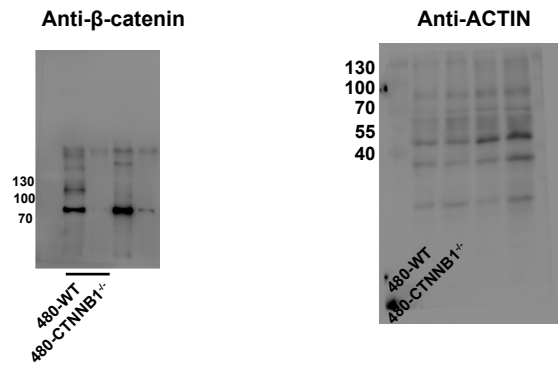

Figure S4K

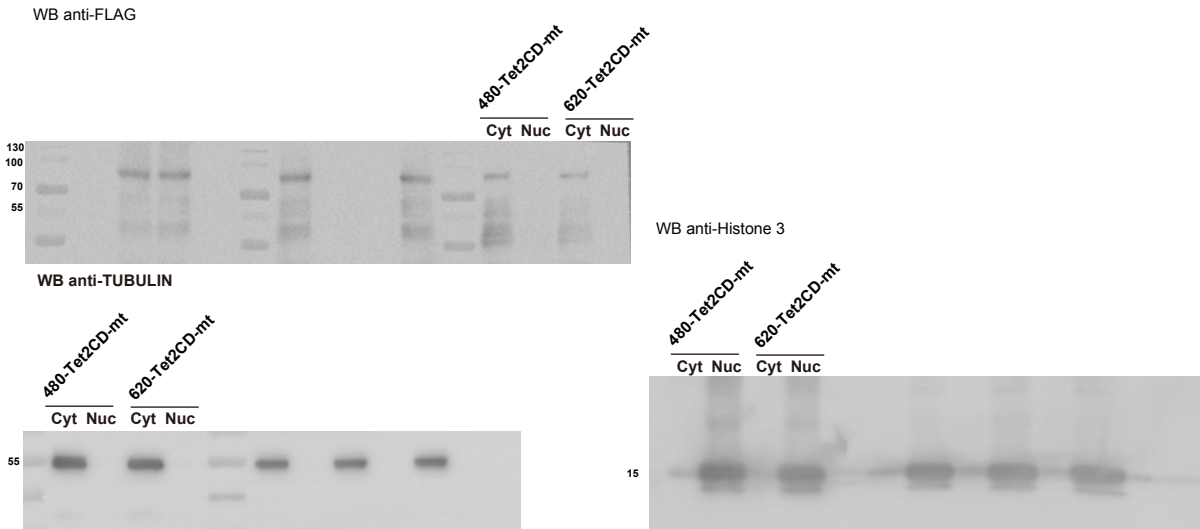

Figure S6C

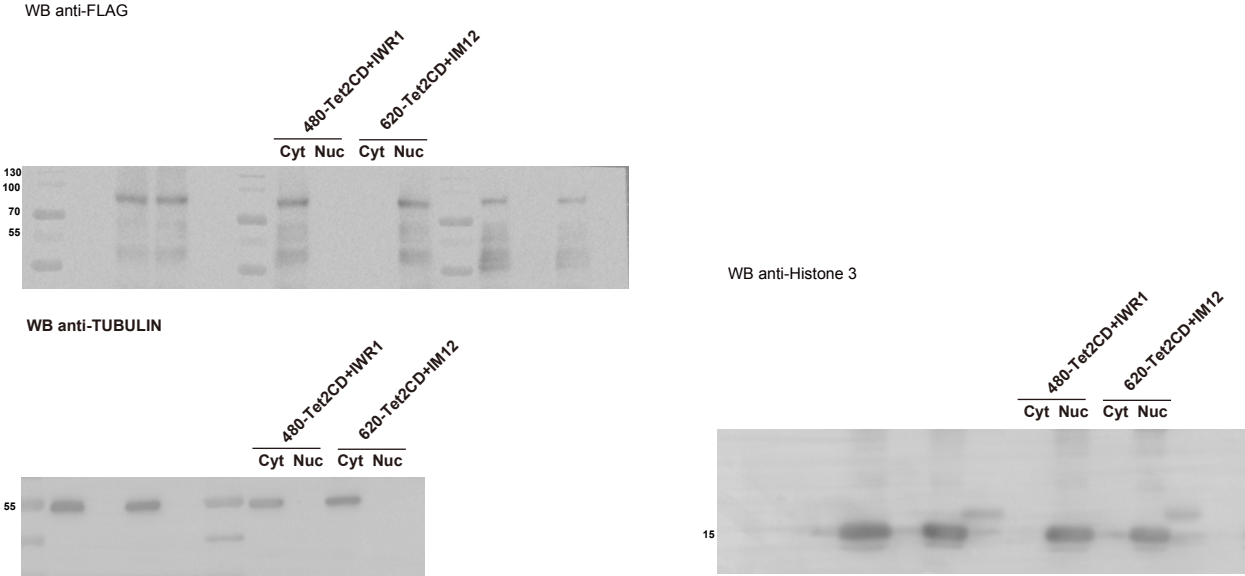

**Supplement:** Supplementary file 16 — original western blots

How the deposited data were processed for this re-analysis (not part of the article)

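Whole-genome bisulfite sequencing of SW480 and SW620 cells with Flag or Tet2CD was analysed, with 1 library per condition and 4 libraries in all. The deposited files hold, for each strand of each CpG site, its position, the count of methylated calls and the count of all calls, which the authors made from their reads. The submitters' processing notes name Bismark 0.20.1 and the build hg38, the methods of the paper print GRCm38/mm10, and the listed positions are those of human chromosomes. Read trimming, removal of duplicate reads and filters on calls are not given in the sources used here. Bisulfite sequencing reads 5mC and 5hmC alike, and no molecular identifiers are described for the reads, so that tests and intervals cover counting error only.

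The calls of both strands were summed, which gave 29175448 CpG sites on the autosomes and X, and Y was left out. The median number of calls per site was 16 in SW480-Flag, 11 in SW480-Tet2CD, 10 in SW620-Flag and 15 in SW620-Tet2CD. All 4 files list the same sites. The calls of 3 libraries follow another order of chromosomes than the sites, and they were put back as whole chromosomes, each placed by the correlation of its methylation with SW480-Flag. This step was chosen after the data were examined. SW620-Flag held calls of 435 sites that belong to no listed chromosome, and none for the last 435 sites of chromosome 22; these calls were left out. They numbered 5625978, of which 0.318% were methylated. That these sites are the mitochondrial genome is an assumption made from their high coverage and their place between chromosomes, and under it 0.318% is an upper limit of the share of unconverted cytosines in that library. No such limit was had for the other libraries.

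A level is the mean over CpG sites of the percentage of methylated calls, at sites with at least 5 calls in each library. Genome-wide changes are Tet2CD minus Flag in percentage points, with a standard error from a jackknife over 5 Mb blocks. TSS windows reach 2 kb to each side and needed 10 shared sites, and windows of 10 kb needed 20. A window was called lower or higher at a change of at least 10 points with a Benjamini-Hochberg adjusted p under 0.05 from a two-sided Fisher's exact test on its summed calls. The difference between the changes of the lines was called at 10 points and an adjusted p under 0.05 from a z test with binomial errors of the summed calls. These tests compare libraries and not conditions. The printed changes are means over sites whereas the tests use summed calls, so that size and p can disagree. At GRB10 the difference was 0.896 points with an adjusted p of 1.83e-19 from the z test. The annotation used here gives gene ends without strand, exons or transcripts. TSSs therefore came from Table S4 for 1997 genes, from the strand in Table S6 for 1696, and for 10894 from the gene end with at least 2 times as many CpG sites within 1 kb as the other. Among 3611 genes of known strand, this choice was right for 2644, wrong for 88 and not made for 879. The plan had been to take TSSs, exons and further starts of RORA from the annotation, and the last 5 kb of TET2 stood in for its exons. The copy of Table S4 held 1998 genes, so that no set test was run on it.

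Genes named in the text were those the paper selected, whose values in its tables had been seen; the 10 with the most negative and the 5 with the most positive difference between the lines among windows with at least 20 shared sites; the 5 largest falls and rises in each line; and, per gene list, the 4 members with the largest change in SW480. The lists, fixed beforehand, were the genes the paper selected, the WNT pathway, WNT antagonists, markers of the CpG island methylator phenotype, methylation markers of colorectal cancer, epithelial and mesenchymal genes, the DNA methylation machinery, germline and cancer-testis genes, imprinted genes, the HOXA cluster, housekeeping genes with CpG islands and markers of other cell types. The median of a list is given as a percentile of 10000 random lists of its size, matched in 20 bins of mean methylation.

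Alternatives set before the data were examined were minimums of 1, 3 and 10 calls, weighting by reads, own sites of each library, sites above 3 times the median coverage left out, autosomes only, calls thinned to the shallowest library, windows of 500 bp, 1 kb and 10 kb, minimums of 5 and 20 shared sites, thresholds of 5 and 20 points, a log2 ratio of at least 0.5, and changes centred on the genome-wide change. The calls as listed, the libraries paired by coverage, and TSSs of Table S4 alone were added afterwards. The calling of windows was tested on simulated data made from the real depth of chromosome 1, on 22359 windows of 10 kb for SW480-Tet2CD against SW480-Flag. It called 49 of 50 windows changed by -15 points, 50 of 50 changed by -25 points, none of 50 changed by -5 points, 17 of 50 changed by 9 points and none of 22159 unchanged ones, of which 3 were called different between the lines. TSS windows were not simulated. The result for unchanged windows does not give the rate of false calls in real windows, where neighbouring CpG sites share reads. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.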

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

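The tests of the chromosome order, of the shared sites of SW480-Flag, of a resemblance made by Tet2CD, and of the global change (by coverage and choice of sites, and with libraries paired by coverage) were chosen after the result was seen; those of exchanged labels by the correlation of the changes, uneven amplification and cells of different origin were set before.

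Apart from Y, the calls of 3 libraries showed no relation to the coordinates they are listed with. Each of the other 23 chromosomes could be placed in another order with a correlation with SW480-Flag of at least 0.643, and no other chromosome passed 0.153, in line with calls written beside the coordinates in another order of chromosomes. Cells of another origin are argued against as the cause, because the order of chromosomes alone restored these correlations and 88.1% or more of the 17607 isolated sites without a methylated call in SW480-Flag were then below 20% in each other library; whether the cells share an origin stays open, since of such sites in SW480-Tet2CD and SW620-Flag 70.8% and 76.9% were so in SW480-Flag. At which step the order changed stays open. No biological explanation was tested.

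The libraries pair across the labels of the lines, in coverage (0.956 and 0.931 against 0.744 and 0.770) and in the methylation of single sites (0.898 and 0.905 against 0.731 and 0.735). Uneven amplification that follows CpG density is argued against, because without that trend the pairs across the labels still correlated by 0.240 more than the labelled lines; base composition itself was not measured, as no genome sequence was at hand. A resemblance made by Tet2CD is argued against by the pairing in coverage, which a change of methylation alone would not make; isolated sites at 0 in one library and at least 80% in the other were at least 7.19 times as frequent within the labelled lines as across them with both directions of a pair pooled, but single directions overlap (1.01% from SW480-Flag to SW480-Tet2CD, 1.18% from SW620-Tet2CD to SW480-Flag), and such sites can be demethylated as well as variant. That 2 libraries carry each other's line is a candidate explanation that stays open: the labelled changes correlated at -0.724 over 27355 windows of 100 kb, but the pairing of site methylation implies a negative value whatever its cause. A different origin of the libraries of a labelled line stays open too, with 70.8% as the lowest share of shared isolated sites.

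The change in global methylation differed by -14.3 points between the labelled lines. Coverage and the choice of sites are argued against as its whole cause, because the smallest difference under the settings fixed before was -13.5 points. With the libraries paired by coverage the changes were -5.46 and -6.51 points and differed by 1.05 points, which is consistent with exchanged labels, although changes of small size follow from the pairing itself. A stronger action of Tet2CD in SW480, where TET2 was nuclear, stays open too, since the dot blots of the paper (Fig. 2D) and its bisulfite sequencing of the RORA and SPARC promoters (Fig. 3G) run towards greater demethylation in SW480. That does not settle the labels, and a library per condition cannot separate these readings.

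The changes passed the test of their difference between the lines at 4695 TSS windows with the lower change in SW480 and at 935 with the higher. The difference was -20.5 points at SPARC, -12.6 at TPM2, -36.7 at PARD3 and -15.2 at MYL9. The 10 most negative were LOC107987042 (-138 points), TMEM178B (-125), SHISA9 (-122), ABCC2 (-119), RNF128 (-118), SERP2 (-117), DLC1 (-116), FOXL2NB (-115), ST18 (-111) and FLG (-108). The 5 most positive were HOXB5 (146 points), NOXO1 (101), ZIC2 (93.9), GRID1 (90.5) and KRT5 (85.3). For LOC107987042, TMEM178B, SHISA9, SERP2, DLC1, FOXL2NB, NOXO1 and GRID1 the TSS was taken as the gene end with more CpG sites. No strand was at hand for them, so their windows may lie at the other end of the gene. These z tests compare libraries and not conditions. Outside the CpG sites of the listed chromosomes, on which alone the paper reports, SW620-Flag held a mean of 12933 calls per site at 435 sites, assumed above to be mitochondrial.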

How the results depend on the processing

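The calls as listed, the libraries paired by coverage and the TSSs of Table S4 alone were chosen after the data were seen. So were the rule for list medians and medians of the 285 genes (the 95% rank interval of the median), the limit of differences at single genes to those printed, and the choice not to apply the calls as listed to single genes, lists, CpG density or starting level. All alternatives set before were run. A paired test of Tet2CD over both lines, with each labelled line as 1 pair, was not run. With 1 library per condition it would leave 1 residual degree of freedom. Under those alternatives the genome-wide methylation change in SW480 ranged from -14.1 to -12.4 points, the genome-wide methylation change in SW620 from 0.291 to 3.68 points, and the difference between the genome-wide changes of SW480 and SW620 from -17.7 to -13.5 points. Direction and side of the rule (for counts, a value within 1.5 times; for medians, within the interval) were kept by 58 of 66 values for genome-wide, TSS and 285-gene levels and changes, 120 of 126 by CpG density and place, 69 of 70 by starting level, 139 of 202 counts, 289 of 312 list medians and 1308 of 1526 changes at named genes. Of the last, 115 were no longer called, 56 became called and 47 changed sign. Under the alternatives chosen afterwards 86 of 175 changes at named genes and 8 of 34 counts were kept (6 of the 34 come from TSSs of Table S4 alone, whose lower counts could not stay within 1.5 times), and 43 changes at named genes changed sign. No value moved in this way with autosomes only, a minimum of 5 shared sites, sites above 3 times the median coverage left out, or thinned calls, apart from the difference at LHX1, which came to -12.9 points with calls thinned to the shallowest library, and from changes at named genes that ended or began to be called. Depth limits single genes, since a higher minimum of calls or a smaller window leaves fewer sites and windows; the size thresholds and centring shift counts by their construction; the cause of the other shifts was not tested. Below, values at TSSs without a remark changed sign or came to 0.

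With a minimum of 1 call, the genome-wide change in SW620 was 0.291 points (no longer past its error); TSS windows were 4980 lower in SW480 and 1926 lower in SW620; the median change of the 285 genes was -13.3 points in SW480; list medians (points) were -3.24 for WNT pathway in SW480 and -7.90 for CpG island methylator markers in SW480; changes at TSSs (points) were TPM2 SW620 11.3, LHX1 difference -18.4, RORA SW480 -24.8 (called) and difference -20.8 (called) and KLF4 SW620 -18.7. With a minimum of 3 calls, changes at TSSs (points) were INPP5D SW620 5.90 and difference -36.3 and KLF4 SW620 -14.9. With a minimum of 10 calls, genes called among the 285 were 103 lower in SW480 and 51 lower in SW620; list medians (points) were 0.749 for CpG island methylator markers in SW620 and -22.1 for HOXA cluster in SW620; changes by CpG density and place were -2.21 points (80 to 399 sites per 1 kb, SW620; no longer past its error) and 0.160 points (inside genes, SW620); changes at TSSs (points) were TPM2 difference 0.952, RORA SW480 -15.1 (called) and SW620 -10.003 (called), CHST2 SW480 -31.3 and SW620 42.8 and GRHL2 SW620 -3.72.

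Weighted by reads, TSS windows were 196 higher in SW480 and 1452 higher in SW620; TSS windows with different changes were 1691 with a higher change in SW480; changes by CpG density and place were 0.108 points (20 to 39 sites per 1 kb, SW620), -3.22 points (40 to 79 sites per 1 kb, SW480; no longer past its error), 2.06 points (80 to 399 sites per 1 kb, SW620) and 1.51 points (inside genes, SW620); changes by starting level were -0.132 points (0 to 20%, SW620; no longer past its error); changes at TSSs (points) were RORA SW480 -13.7 (called) and LGR5 SW620 -18.6. Over own sites of each library, TSS windows were 523 higher in SW480 and 5436 lower in SW620; TSS windows with different changes were 3433 with a higher change in SW480; the median change of the 285 genes was -12.4 points in SW480 and -8.61 points in SW620; genes called among the 285 were 14 higher in SW480; list medians (points) were -1.82 for WNT pathway in SW480, -7.16 for CpG island methylator markers in SW480 and -3.80 for DNA methylation machinery in SW480; changes at TSSs (points) were TPM2 SW620 11.3, LHX1 difference -21.1, RORA SW480 -22.8 (called) and difference -20.2 (called), KLF4 SW620 -56.0, AXIN1 SW620 1.25, LEF1 SW480 1.80, CACNA1G SW480 8.98, VIM SW620 -6.54, FN1 SW620 -17.6 and HOXA4 SW480 1.48. With calls thinned to the shallowest library, changes at TSSs (points) were LHX1 difference -12.9.

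In windows of 500 bp, TSS windows were 1361 lower in SW480, 931 lower in SW620 and 342 higher in SW620; TSS windows with different changes were 1035 with a lower change in SW480; the median change of the 285 genes was -7.94 points in SW480 and -1.76 points in SW620; genes called among the 285 were 50 lower in SW480, 29 lower in SW620 and 13 higher in SW620; list medians (points) were -23.1 for the genes the paper selected in SW620, 0.0842 for WNT pathway in SW480, 0.299 for WNT pathway in SW620, -0.153 for CpG island methylator markers in SW480, -1.13 for colorectal cancer markers in SW480, -0.470 for DNA methylation machinery in SW480, -6.56 for germline genes in SW480, 1.94 for HOXA cluster in SW480, -3.89 for HOXA cluster in SW620, 0.159 for housekeeping genes in SW480 and 0.289 for housekeeping genes in SW620; changes at TSSs (points) were SPARC SW620 -23.6 (called) and difference -0.621 (not called), TPM2 SW480 12.8 and difference 35.9, LHX1 difference -72.0, SNAI1 SW620 5.36, HOXA4 SW480 1.94, HOXA13 SW620 0.385, POLR2A SW480 0.800 and GUSB SW480 0. In windows of 1000 bp to each side of the TSS, TSS windows were 4026 lower in SW480 and 227 higher in SW480; TSS windows with different changes were 2848 with a lower change in SW480; the median change of the 285 genes was -14.1 points in SW480 and -2.91 points in SW620; genes called among the 285 were 116 lower in SW480 and 53 lower in SW620; list medians (points) were -0.232 for WNT pathway in SW620, -8.12 for CpG island methylator markers in SW480 and -0.248 for housekeeping genes in SW480; changes at TSSs (points) were SPARC SW620 -16.8 (called), TPM2 SW480 1.74 and difference 22.5 and LHX1 difference -63.5. In windows of 10000 bp, TSS windows were 71 higher in SW480; TSS windows with different changes were 309 with a higher change in SW480; list medians (points) were -16.9 for germline genes in SW480 and -9.37 for housekeeping genes in SW620; changes at TSSs (points) were INPP5D difference -13.2, RORA SW620 -10.6 (called), LOC107987042 SW620 -0.759, RNF128 SW620 -8.36 and difference 4.20, NOXO1 SW480 -8.93, ZIC2 SW480 -23.9 and difference -19.6, GRID1 SW480 -12.6 and SW620 1.06 and difference -13.7, KRT5 SW480 -5.13, CHST2 SW480 -11.3, KRT13 SW480 -17.5, VIM SW620 -4.47 and GRB10 SW620 1.54.

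At a threshold of 20 points, TSS windows were 3031 lower in SW480, 43 higher in SW480, 964 lower in SW620 and 356 higher in SW620; TSS windows with different changes were 2501 with a lower change in SW480 and 421 with a higher change in SW480; windows of 10 kb were 68347 lower in SW480, 4660 higher in SW480, 11667 lower in SW620 and 28922 higher in SW620; genes called among the 285 were 119 lower in SW480, 36 lower in SW620 and 17 higher in SW620. At 5 points, TSS windows were 230 higher in SW480, 5032 lower in SW620 and 1452 higher in SW620; TSS windows with different changes were 1414 with a higher change in SW480; windows of 10 kb were 17158 higher in SW480 and 72732 lower in SW620; genes called among the 285 were 10 higher in SW480 and 49 higher in SW620. By a log2 ratio of at least 0.5, windows of 10 kb were 84919 lower in SW480 and 15556 lower in SW620; genes called among the 285 were 119 lower in SW480 and 50 lower in SW620. With at least 20 shared sites, genes called among the 285 were 2 higher in SW480. Centred on the genome-wide change, TSS windows were 2195 lower in SW480, 1138 higher in SW480, 596 lower in SW620 and 4081 higher in SW620; windows of 10 kb were 51506 lower in SW480, 34057 higher in SW480, 7502 lower in SW620 and 141627 higher in SW620; genes called among the 285 were 93 lower in SW480, 21 higher in SW480, 24 lower in SW620 and 84 higher in SW620.

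With the calls as listed, the genome-wide change in SW620 was 0.557 points (no longer past its error) and the change within 10 kb of TSSs in SW620 was 0.300 points; TSS windows were 3164 lower in SW480, 6894 higher in SW480, 4969 lower in SW620 and 4951 higher in SW620; TSS windows with different changes were 6535 with a higher change in SW480; windows of 10 kb were 61171 higher in SW480 and 81385 lower in SW620; the median change of the 285 genes was -8.11 points in SW480 and -1.76 points in SW620; genes called among the 285 were 112 lower in SW480, 69 higher in SW480 and 90 higher in SW620. With TSSs of Table S4 alone, which gave 1899 windows of the 14116 (56.3% of them lower in SW480, beside 53.0% of all), TSS windows were 1069 lower in SW480, 31 higher in SW480, 553 lower in SW620 and 146 higher in SW620; TSS windows with different changes were 651 with a lower change in SW480 and 205 with a higher change in SW480. The part of Table S4 used here holds all 285 genes the paper marked, so these shares are not those of a neutral sample.

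With the libraries paired by coverage, where SW480 stands for SW480-Flag with SW620-Tet2CD and SW620 for SW620-Flag with SW480-Tet2CD, the genome-wide change in SW620 was -6.51 points and the difference between the genome-wide changes was 1.05 points; TSS windows were 4654 lower in SW480, 8 higher in SW480 and 9 higher in SW620; TSS windows with different changes were 743 with a lower change in SW480 and 495 with a higher change in SW480; windows of 10 kb were 37658 lower in SW480, 154 higher in SW480 and 53 higher in SW620; the median change of the 285 genes was -10.4 points in SW480 and -9.09 points in SW620; genes called among the 285 were 0 higher in SW480 and 1 higher in SW620; list medians (points) were -7.82 for DNA methylation machinery in SW480, -5.16 for germline genes in SW480, -4.90 for imprinted in SW480, -9.57 for HOXA cluster in SW620 and -4.87 for housekeeping genes in SW620; changes by CpG density and place were -3.00 points (1 to 4 sites per 1 kb, SW620), -4.56 points (5 to 9 sites per 1 kb, SW620), -7.33 points (10 to 19 sites per 1 kb, SW620) and -5.01 points (outside genes, SW620); changes by starting level were -1.59 points (20 to 40%, SW620), -3.44 points (40 to 60%, SW620) and -6.28 points (60 to 80%, SW620); changes at TSSs (points) were LHX1 difference -19.0, MYL9 difference 7.28, LOC107987042 SW620 -11.1 and difference 0.796, TMEM178B SW620 -12.7 and difference 1.31, SHISA9 SW620 -6.89, ABCC2 SW620 -9.02 and difference 5.21, RNF128 SW620 -10.5 and difference 4.09, SERP2 SW620 -15.5 and difference 12.5, DLC1 SW620 -4.59, FOXL2NB SW620 -16.1, ST18 SW620 -23.9 and difference 20.4, FLG SW620 -2.88, HOXB5 SW480 -1.96, NOXO1 SW480 -11.1, ZIC2 SW480 -1.09, GRID1 SW480 -11.4 and SW620 0.809 and difference -12.2, KRT5 SW480 -10.01, KLF4 SW620 -26.9, CHST2 SW480 -4.09, KRT13 SW480 -25.8, NLRP10 SW480 3.05 and SW620 -0.538, SFRP1 SW620 -9.60, DACT1 SW620 -15.8, SFRP2 SW620 -1.58, VIM SW620 -2.18, PPP1R3C SW480 5.70 and SW620 -1.07, SDC2 SW620 -15.1, EYA4 SW620 1.00, GRHL2 SW620 -13.3, FN1 SW620 -13.4, TET1 SW620 -2.82, TEX15 SW620 -10.3 and DDX4 SW620 -0.130.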

Differences from the paper's values

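For the 7 genes marked as selected in Table S4 and RORA, 32 levels within 2 kb of the TSS were compared with those of Table S4, and 18 differed by more than 1.5 times. Of the 17 alternatives set before the data were examined, a minimum of 1 call brought 12 of the 18 within that ratio, own sites of each library 9, a minimum of 3 calls 7, windows of 1 kb 3, windows of 500 bp and of 10 kb 2 each, and a minimum of 10 calls and thinning 1 each; the other alternatives brought none. TPM2 had 37.6% in SW480-Tet2CD and 48.4% in SW620-Flag, where the paper gives 7.55% and 9.72%, and VEGFA had 26.2%, 11.5%, 26.3% and 20.0% in SW480-Flag, SW480-Tet2CD, SW620-Flag and SW620-Tet2CD, where the paper gives 3.42%, 1.89%, 2.96% and 2.83%. No alternative brought a level of TPM2 or VEGFA within the ratio. The alternatives also put other gene levels beyond it: windows of 1 kb and of 10 kb 5 each, minimums of 3 and 10 calls 4 each, a minimum of 1 call 3, own sites, thinning, weighting by reads and windows of 500 bp 2 each, and leaving out sites above 3 times the median coverage 1. With a minimum of 1 call these were PARD3 in SW480-Tet2CD (9.40%, the paper's 16.8%) and SW620-Flag (12.9%, the paper's 19.6%) and LHX1 in SW480-Tet2CD (28.2%, the paper's 18.1%), and over own sites PARD3 in SW620-Flag (12.8%) and RORA in SW480-Tet2CD (29.6%, the paper's 49.8%).

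INPP5D had 88.9% in SW480-Tet2CD, 100% in SW620-Flag and 88.3% in SW620-Tet2CD, where the paper gives 35.7%, 48.7% and 43.7%. All 3 levels came within 1.5 times with minimums of 1 and 3 calls, and the first and last also over own sites. PARD3 had 51.9% in SW480-Flag and 33.7% in SW620-Tet2CD, where the paper gives 24.8% and 20.5%. Both came within the ratio with a minimum of 1 call and over own sites, the first also in windows of 1 kb and the second also with minimums of 3 and 10 calls. LHX1 had 46.8% in SW480-Flag, 38.1% in SW620-Flag and 15.6% in SW620-Tet2CD, where the paper gives 70.5%, 22.7% and 37.6%. All 3 came within the ratio with a minimum of 1 call. The first did so also over own sites, thinned, and in windows of 500 bp, 1 kb and 10 kb, the second also in windows of 500 bp and 1 kb, and the last also over own sites and in windows of 10 kb. MYL9 had 94.1%, 65.9%, 90.2% and 77.1% in the order given for VEGFA, where the paper gives 61.5%, 36.4%, 51.1% and 44.8%. All 4 came within the ratio with a minimum of 1 call, all but SW480-Tet2CD with a minimum of 3 calls, and all but SW620-Flag over own sites. The other alternatives that gave a value did not bring these levels within the ratio; windows of 500 bp gave one for 5 of the 18 levels, minimums of 10 calls and of 20 shared sites for 11 each, and windows of 1 kb and thinning for 15 each.

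The paper selected its genes for a fall in methylation in SW480 and none in SW620. Of its 7 genes, SPARC, TPM2, PARD3 and VEGFA were lower in SW480 and not called in SW620 here, while LHX1 and MYL9 were lower in both and INPP5D in SW620. In SW480, VEGFA was not called lower with minimums of 1 and 3 calls, over own sites, thinned and in windows of 1 kb, nor TPM2 in windows of 500 bp and 1 kb, and at a threshold of 20 points neither passes. In SW620, MYL9 and INPP5D pass neither that threshold nor a log2 ratio of at least 0.5, while LHX1 passes both. SPARC was called lower there in windows of 500 bp and 1 kb, and TPM2 in windows of 500 bp and 10 kb and with a minimum of 10 calls; weighted by reads, PARD3 was called higher there. INPP5D was called lower in SW480 with minimums of 1 and 3 calls, over own sites and in windows of 10 kb, and at a threshold of 5 points its value also passes. In SW620 it was not called lower with minimums of 1 and 3 calls and in windows of 10 kb. LHX1, which was not called in SW480 with minimums of 3 and 10 calls, was not called in SW620 in windows of 500 bp and 1 kb and with a minimum of 1 call, and MYL9 with a minimum of 1 call and without sites above 3 times the median coverage. The paper places RORA among genes with a fall in SW480 (Fig. 3B), though Table S4 does not mark it so, and here RORA was not called in SW480. It was called there with minimums of 1 and 10 calls, over own sites and weighted by reads, and its value passes a threshold of 5 points in both lines. In SW620 it was called with a minimum of 10 calls and in windows of 10 kb.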

Other observations

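Of the hypotheses tested in this part, that of an exchange in the RNA libraries was set before its result was seen, and those of the chromosome orders and of the constructs were chosen after.

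Windows of 10 kb were grouped by their level in the Flag library of the other line. From SW480-Flag to SW620-Tet2CD those at 80 to 100% changed by -7.30 points and those at 40 to 60% by -4.26 points, and from SW620-Flag to SW480-Tet2CD by -9.34 and -3.44 points. In SW480 as labelled, windows at 40 to 60% changed by -16.7 points (jackknife standard error 0.414), those at 0 to 20% by -8.33 points and those at 80 to 100% by -9.42 points, and in SW620 windows at 60 to 80% changed by 7.55 points (standard error 0.356) and those at 80 to 100% by -1.06 points. The labelled changes cannot be ranked by starting level, because the grouping library, SW620-Flag or SW480-Flag, correlated over sites at 0.905 and 0.898 with the Tet2CD library of the change itself. With Tet2CD, sites with 1 to 4 CpG sites per 1 kb changed by -9.57 points in SW480 and 4.76 points in SW620, and those with 20 to 39 by -15.4 and -5.15 points, the last of which was 0.108 points when weighted by reads. KLF4, a transcription factor of epithelial differentiation, had one of the largest falls in SW480, -74.9 points over 29 sites, and 3.14 points (not called) in SW620, but with a minimum of 1 call it had -6.71 points (not called) over 275 sites in SW480 and -18.7 points in SW620. GABRA2, a receptor subunit for GABA, rose by 38.3 points in SW480 and changed by -41.5 points in SW620. CHST2, a sulfotransferase, rose by 35.5 points in SW480, but changed by -31.3 points with a minimum of 10 calls and -11.3 points within 10 kb, and was not called weighted by reads. Among the largest falls in SW620 were PADI1, an enzyme that citrullinates proteins (-68.4 points), FUT1, a fucosyltransferase (-66.9 points), and KRT13, a keratin of stratified epithelium (-66.9 points). NLRP10, of the innate immune system, was among the largest rises in SW620, 54.0 points, and changed by -51.5 points in SW480. Paired by coverage, NLRP10 (3.05 and -0.538 points), GABRA2 (4.83 and -8.02) and CHST2 (-4.09 and -1.87) were called in neither pair, while KLF4, PADI1, FUT1 and KRT13 were lower in both.

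Of 9 measured genes of the HOXA cluster, which patterns the body axis, 8 were called lower in SW620 and 3 in SW480, and none higher; with the libraries paired by coverage 4 were lower in each pair. Their median change in SW620, -13.7 points, lay at percentile 0.02 of random lists (69.7 in SW480), and HOXA4 changed by -33.2 points there, HOXA2 by -21.0, HOXA13 by -17.0 and HOXA5 by -13.7 points; in SW480 they had -18.3, -14.2, -8.15 (not called) and -12.0 points, and of these 4 the difference between the lines passed its test at HOXA4 alone (14.9 points). Within 500 bp of the TSS the medians were 1.94 points in SW480 and -3.89 points in SW620. The HOXA genes lie side by side on chromosome 7, and the random lists were matched on methylation but not on position. The percentiles of this list therefore treat neighbours as separate genes and may be too extreme. Of 12 housekeeping genes with CpG islands, 6 were called lower in SW480 and none was called in SW620, and the median in SW480 of -10.1 points lay at percentile 1.38 (52.9 in SW620). POLR2A, of RNA polymerase II, changed by -25.4 points and ACTB, of β-actin, by -25.1 points in SW480, RPLP0, of the ribosome, by -21.2 points and GUSB, a lysosomal enzyme, by -16.9 points, and none of these was called in SW620 (9.85, -0.126, 9.57 and -9.78 points); but the median of the list was -0.248 points within 1 kb of the TSS, where POLR2A, ACTB and RPLP0 were not called in SW480 either. In SW620 RPLP0 was called higher weighted by reads (13.0 points) and with at least 10 calls (10.8), POLR2A thinned, ACTB lower within 10 kb (-18.5) and GUSB lower over own sites (-15.4), within 10 kb (-10.7) and from SW620-Flag to SW480-Tet2CD (-13.5). Over own sites ACTB and RPLP0 were not called in SW480. Of 18 germline and cancer-testis genes, 11 were lower in SW480 and none higher, and 3 were lower and 5 higher in SW620, with medians at percentiles 49.7 and 84.7. PIWIL1, which guards the germline against transposons, changed by -58.5 points in SW480 and -42.9 points in SW620, and TEX15, of the same pathway, by -28.3 and 10.1 points. MOV10L1, a helicase of that pathway, had -17.9 points in SW480 and -9.25 points (not called) in SW620, and DDX4, a germ cell helicase, -16.6 and 14.8 points. Of 10 imprinted genes, 6 were lower in SW480 and none higher, and 3 were lower and 2 higher in SW620, with medians at percentiles 45.8 and 32.6. PEG10 and SGCE, which share a start region, changed by -29.6 and -29.5 points in SW480 and by 50.1 and 49.5 points in SW620. NNAT, of the developing brain, changed by -25.3 points in SW480 and -6.65 points (not called) in SW620, and GRB10, a growth inhibitor, by -18.0 and -18.9 points. Of 3 measured markers of other cell types, 1 was lower and 1 higher in SW480 and 2 were lower in SW620 (medians at percentiles 95.2 and 7.67), with CDH5 of endothelium at -35.9 and -2.66 points (not called), PTPRC of leukocytes at 21.4 and -22.4 points, and PECAM1 of endothelium at -5.63 points (not called) and -17.2 points in SW480 and SW620. In the 2 pairs alike in coverage, from SW480-Flag to SW620-Tet2CD and from SW620-Flag to SW480-Tet2CD, there were 5 and 6 germline genes lower, 3 and 4 imprinted genes lower and 0 and 2 higher, and 4 and 1 housekeeping genes and 2 and 2 markers of other cell types lower. TEX15 and DDX4 then changed by -10.3 and -0.130 points in the second pair, and in the first TEX15, DDX4, PEG10 (-1.73 points), SGCE (-1.83), PTPRC (3.19) and RPLP0 (-3.78) were not called. At sites with at least 1 call GRB10 was called in neither line (-5.44 and -3.69 points), nor DDX4 (1.62) and HOXA13 (-8.24) in SW620 or HOXA4 (-9.57) and RPLP0 (-8.61) in SW480. Over own sites GRB10, DDX4 and HOXA4 (1.48 points) were not called lower in SW480, nor GRB10 weighted by reads or with at least 10 calls, and within 10 kb GRB10 had 1.54 points in SW620. DDX4 was not called in SW620 within 1 kb, over own sites and, like TEX15, without sites above 3 times the median coverage, where MOV10L1 was called lower (-13.2 points). Within 500 bp and 1 kb HOXA4 was called in neither line, HOXA5 not in SW480 and HOXA13 not in SW620. HOXA5 was also not called in SW620 within 500 bp (-3.89 points) and in SW480 within 10 kb (-7.35). Without sites above 3 times the median coverage HOXA5 was called in neither SW480 nor SW620 (-7.66 and -8.28 points). HOXA13 was called in SW480 weighted by reads (-17.8 points), within 10 kb and with at least 10 calls. In SW620 the call of HOXA13 also ended within 10 kb (-8.67 points) and with at least 3 calls (-9.10). HOXA13 was not called from SW620-Flag to SW480-Tet2CD either (-9.04 points). In the second pair MOV10L1, NNAT (-17.4 points) and CDH5 (-20.2) were lower and PTPRC was not called, and in the first HOXA13 and PECAM1 (-12.8) were lower. Of the 8 genes the paper selected or studied, RORA included, 6 were lower in SW480 and 3 in SW620, a list the paper chose on these samples. The median change of these genes lay at percentile 2.78 in SW480 and 13.3 in SW620.

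That the chromosome orders made the pairing of libraries across the labels is argued against by Table S4, whose methylation values were not used for the orders. Over its 1998 genes held here, which include all 285 the paper marked, the pairs across the labels correlated at 0.965 and 0.959 and the labelled lines at 0.898 and 0.892, a gap of 0.0609. An exchange of the same kind in the RNA libraries is argued against, because over the RNA values of Table S4 SW480-Flag correlated with SW620-Tet2CD by -0.333 relative to SW480-Tet2CD (0.375 and 0.707). An exchange of the constructs is argued against, because the last 5 kb of TET2 had 2.15 times the relative coverage in the lower Tet2CD library as in the higher Flag library. This leaves open an exchange of the lines between libraries of the same construct. The stretch and its bound of 1.5 times were chosen after 115 bins of TET2 and a scan of the genome had been looked at. In that scan, the bin of 1 kb at 105276001 to 105277000 on chromosome 4 came at rank 12 of 947544 bins, with 3.02 times, behind a bin on chromosome 6 outside genes with 4.25 times. Bins with at least 2 times the coverage in both Tet2CD libraries numbered 609, and 689 had it in both Flag libraries.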
